# Neonatal hypoxia-ischemia in rat elicits a region-specific neurotrophic response in SVZ microglia

**DOI:** 10.1186/s12974-020-1706-y

**Published:** 2020-01-18

**Authors:** Urs Fisch, Catherine Brégère, Florian Geier, Laurie Chicha, Raphael Guzman

**Keywords:** Microglia, Subventricular zone, Hypoxia-ischemia, Development, Neurogenesis, Rat

## Abstract

**Background:**

Recent findings describe microglia as modulators of neurogenesis in the subventricular zone (SVZ). SVZ microglia in the adult rat are thought to adopt a neurotrophic phenotype after ischemic stroke. Early postnatal microglia are endogenously activated and may therefore exhibit an increased sensitivity to neonatal hypoxia-ischemia (HI). The goal of this study was to investigate the impact of cortico-striatal HI on the microglial phenotype, function, and gene expression in the early postnatal SVZ.

**Methods:**

Postnatal day (P)7 rats underwent sham or right-hemispheric HI surgery. Microglia in the SVZ, the uninjured cortex, and corpus callosum were immunohistochemically analyzed at P10, P20, and P40. The transcriptome of microdissected SVZ and cortical microglia was analyzed at P10 and P20, and the effect of P10 SVZ microglia on neurosphere generation in vitro was studied.

**Results:**

The microglial response to HI was region-specific. In the SVZ, a microglial accumulation, prolonged activation and phagocytosis was noted that was not observed in the cortex and corpus callosum. The transcriptome of SVZ microglia and cortical microglia were distinct, and after HI, SVZ microglia concurrently upregulated pro- and anti-inflammatory as well as neurotrophic genes. In vitro, microglia isolated from the SVZ supported neurosphere generation in a concentration-dependent manner.

**Conclusions:**

Microglia are an inherent cellular component of the early postnatal SVZ and undergo developmental changes that are affected on many aspects by neonatal HI injury. Our results demonstrate that early postnatal SVZ microglia are sensitive to HI injury and display a long-lasting region-specific response including neurotrophic features.

## Background

Hypoxia-ischemic encephalopathy (HIE) is a neonatal brain injury most commonly caused by birth asphyxia. HIE occurs in 1–3 per 1000 live full-term births, but rises up to 40 per 1000 in preterm born with very low birth weight [1, 2]. Of affected infants, 25% develop persistent neurological impairments, including cerebral palsy, disorders of cognition and behavior, sensation, motricity, and epilepsy [3]. Currently, hypothermia is the standard of care in patients with moderate to severe HIE, and different therapeutic approaches are investigated in clinical trials [4, 5].

The rodent model of neonatal hypoxic-ischemic encephalopathy (HI) reflects the key pathomechanisms of HIE in term-born infants and has been shown to be a strong inducer of early postnatal SVZ neurogenesis [6–8]. Up to now, there are no clinical therapies available that specifically modulate this induced neurogenesis to amplify repair processes. Therefore, further research on HI-induced SVZ neurogenesis is needed.

Accumulating evidence indicates that microglial cells in the neurogenic niches bear an exclusive function as modulators of neural stem cell (NSC) and neural progenitor cell (NPC) proliferation and differentiation [9]. In the adult rat, SVZ microglia adopt a proneurogenic phenotype after ischemic stroke [10] and are therefore a potential therapeutic target to enhance regeneration after neonatal HI.

Microglia are the resident tissue macrophage of the central nervous system (CNS) and are essential to maintain homeostasis in health and to initiate immune responses in disease. Rodent microglia colonize the developing brain as early as E8.5 [11], before the CNS undergoes extensive developmental maturation. They play an active role in the CNS development by phagocytosis [12], synaptic pruning [13], regulation of axonal outgrowth, and positioning of interneurons [14] as well as trophic support of cortical neurons [15] and oligodendrocytes [16, 17]. Lately, the different stages of microglial development have been extensively characterized using genome-wide expression profiling. Up to eight different clusters of microglia appear to exist throughout development from E14.5 until late age, with the highest diversity being observed during embryonic and early postnatal development, when microglia are still differentiating [17–20].

Microglial diversity exists not only temporally during development, but also spatially in different brain regions [21], underscoring the necessity to study microglia in the context of their microenvironment. The knowledge about the effects of microglial sub-populations in the developing postnatal brain is still scarce. Within the first postnatal weeks, while “maturing”, SVZ microglia are highly activated, proliferative, and phagocytic; display an amoeboid shape; and express the lysosomal marker CD68 [16, 22]. In contrast, in the physiological adult brain, microglia do not express CD68 anymore and are thought to have a more surveilling role of their environment [23].

HI brain injury may cause diverse reactions by distinct, yet immature microglial populations in the developing early postnatal brain. We hypothesized that after HI, SVZ microglia adopt a specific phenotype which may in some aspects be supportive for HI-induced SVZ neurogenesis, similar to the adult SVZ microglia after ischemic stroke. Therefore, this study provides an in-depth characterization of the microglial phenotype in the early postnatal rat SVZ and the impact of neonatal HI on their development.

## Methods

### Hypoxia-ischemia neonatal rat model

All animal experiments were approved by the local veterinarian authorities and complied with the Swiss animal welfare guidelines. Sprague Dawley rats were bred in-house, and the day of birth was considered as P0. P7 rat neonates were randomly assigned to sham or HI surgery, with a balanced representation of both sexes among the two surgery groups. One hour prior to surgery, animals were injected intraperitoneally with buprenorphine (0.03 mg/kg body weight). Anesthesia was induced with 5% isoflurane and maintained with 3% during the surgery. The HI surgery consisted of a modification of the Rice-Vannucci model: the right common carotid artery was exposed and temporarily clipped with a Sugita 4-mm aneurysm mini clip (Mizuho) and the skin incision temporarily sutured. Animals recovered for 10 min on a heating pad and were then placed for 40 min into a hypoxic chamber constantly flushed with 8% oxygen/92% nitrogen gas mixture (2 L/min) that was immersed in a temperature-controlled water bath to maintain an air temperature of 37.5 °C. During hypoxia, epileptic seizures were observed in some animals as previously reported [24] but were not an exclusion criterion for further analyses. Animals then recovered for 10 min on a heating pad and were briefly anesthetized with isoflurane for clip removal and permanent skin suture. A typical neonatal HI injury pattern consists of an ipsilateral cortico-striatal injury sparing out the medial regions of the hemisphere (Fig. 2a) and a chronic ventriculomegaly due to brain volume loss (Fig. 1b). The sham surgery consisted of artery exposure without temporary occlusion and without hypoxia exposure. A subgroup of sham-assigned animals underwent a “hypoxia only” procedure with sham surgery followed by hypoxia exposure as described above without temporary carotid artery clipping.

**Fig. 1:**
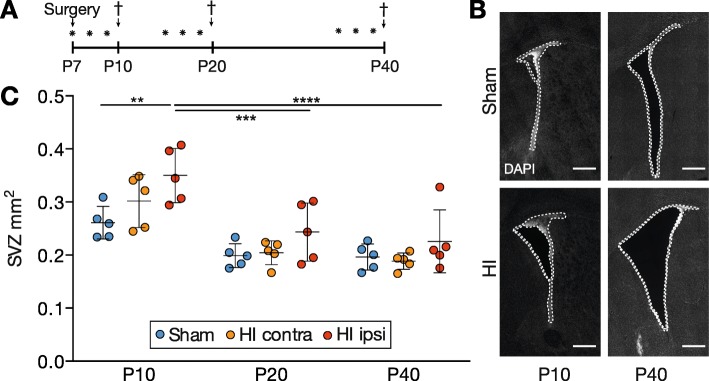
The SVZ temporarily expanded in size after neonatal HI. **a** Experimental timeline for the in vivo studies. Animals were subjected to sham or HI surgery at P7 and sacrificed at P10, P20, or P40. BrdU was injected for three consecutive days before sacrifice (asterisk). **b** Representative images of the ipsilateral SVZ after sham and HI surgery at P10 and P40. **c** Quantification of the SVZ size after sham and HI surgery. Individual data shown as dots, bars as mean with SD (error bar). Two-way ANOVA with Tukey post hoc test, **p < 0.01, ***p < 0.001, ****p < 0.0001 (Additional file 1: Table S3). Scale bar for **b**, 500 μm

### BrdU administration and brain collection for stainings

Animals received daily single intraperitoneal bromodeoxyuridine (BrdU) injections (100 mg/kg body weight, Sigma) for three consecutive days after surgery and before sacrifice (Fig. 1a). Animals were then sacrificed at P10, P20, or P40 to reflect acute, subacute, and chronic stages after HI (*n* = 5 sham and *n* = 5 HI per time point, three animals at P10 for “hypoxia only”). Transcardiac perfusion with 0.9% saline under deep anesthesia, followed by 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer pH 7.4 (PB) was performed. Brains were post-fixed in 4% PFA in PB for 48 h at 4 °C, cryoprotected in consecutive 15% and 30% sucrose solutions, embedded in OCT (Leica Biosystems), and cryosectioned. Coronal free-floating sections (30 μm) were stored at − 20 °C in a cryoprotectant solution (30% ethylene glycol, 30% sucrose in PB) until staining.

### Cresyl violet staining and animal selection for histological studies

Coronal brain sections (interval 180 μm) were mounted on slides (Superfrost plus, Menzel), stained with 0.1% cresyl violet acetate (Sigma), and scanned (Nikon Eclipse TI-E microscope). Brain sections including the anterior SVZ and 0.40 rostral and − 0.20 caudal to bregma in P10 rats [25] (corresponding anatomical sections for P20 and P40 rats, respectively) were investigated. Due to the significant variability in HI injury size in the Rice-Vannucci model of neonatal HIE, two investigators (UF, CB) independently assessed the HI injury size using ImageJ software (version 2.00rc.43/1.50e) and their results were averaged. The size of HI injury was calculated by subtracting the intact area in the right, from here on defined as the ipsilateral hemisphere from the total area of the left, contralateral hemisphere in 3 serial cresyl violet-stained sections as previously described [6]. Animals with no apparent or extensive HI injury that affected the SVZ were excluded in order to compare relatively homogenous groups. Thus, per time point, *n* = 5 sham animals and *n* = 5 HI with mild to moderate injury severity were selected (total of 30 with 17 females, 7 excluded), and *n* = 3 (2 females) P10 “hypoxia only” (Additional file 1: Table S1).

### Immunostaining

For immunohistochemistry, brain sections were washed in Tris-buffered saline (TBS), incubated in blocking buffer (TBS with 2% fish gelatine, 0.3% Triton X-100, Sigma) for 1 h at room temperature (RT), then incubated with primary antibodies (Table 1) overnight at 4 °C in blocking buffer, washed repetitively with TBS, and incubated with the corresponding species-specific Alexa-Fluor (488, 546, 555, 647)-conjugated donkey or goat (H+L) secondary antibodies (Thermo Fisher) in blocking buffer (1:2000) for 1 h at RT. Sections were counterstained with 0.5 μg/ml DAPI (Sigma) before mounting on superfrost slides with ProLong Gold (Thermo Fisher). For BrdU labeling, sections were pretreated with 2 N HCl for 30 min at RT before the blocking step. For proliferating nuclear cell antigen (PCNA) labeling, antigen retrieval was performed for 5 min at 80 °C in target retrieval solution (Dako) before blocking. For immunocytochemistry (Table 1), cell culture wells were fixed for 15 min in 4% PFA at RT. The immunofluorescence steps were identical to those described above.

**Table 1:** Primary antibodies used for stainings

Host/primary antibody	Producer	Concentration for histology	Concentration for cytology
Mouse/anti-BrdU	BD Bioscience	1:200	
Mouse/anti-CD68	R&D Systems	1:2000	
Guinea pig/anti-DCX	Merck Millipore		1:2000
Rabbit/anti-Iba1	Wako	1:2000	1:1000
Goat/anti-Iba1	Abcam	1:1000	
Rabbit/anti-Ki67	Abcam	1:1000	
Mouse/anti-Nestin	Millipore		1:500
Rabbit/anti-PAX6	Biolegend	1:1000	
Mouse/anti-PCNA	DAKO	1:700	

### Brain section image acquisition and analysis

The 20x wide-field immunofluorescence images from brain sections were acquired on an Eclipse TI-E microscope (Nikon), or 40x confocal immunofluorescence image stacks (330 × 330 μm, 11 μm depths, step size 0.5 μm) on a CSU-W1 microscope (Visitron Systems). Representative microglial activation images were acquired on a 40x LSM 710 confocal microscope (Zeiss). All quantitative analyses were conducted in three brain sections (interval 180 μm), and mean values were calculated per animal. Image acquisition settings were identical for all stainings.

#### SVZ area and microglial quantification

Quantifications of SVZ area and microglial morphology, density, and activation were performed manually with ImageJ from wide-field images. The SVZ area was defined by its DAPI+ cellular density (Fig. 1b). The microglial cell morphology was classified into three categories: (i) amoeboid with roundish shape without processes, (ii) intermediate with irregular shape and short processes, and (iii) ramified with processes extending more than twofold the diameter of the cell body (Fig. 4 A1–A3). The microglial density was calculated as the number of ionized calcium-binding adapter molecule 1 (Iba1)+ cells per area in three brain regions: (i) the SVZ, (ii) a 1600 × 200 μm rectangle including layers I–VI of the M2 supplementary motor cortex (CX), and (iii) in the sum of three 150-μm squares which were symmetrically distributed in the midline corpus callosum (CC) (Fig. 2a). Microglial activation, here defined by expression of CD68 [16], was calculated as the number of CD68+ Iba1+ cells per total number of Iba1+ cells for each region. The analysis was conducted in five animals per surgery and time point.

**Fig. 2:**
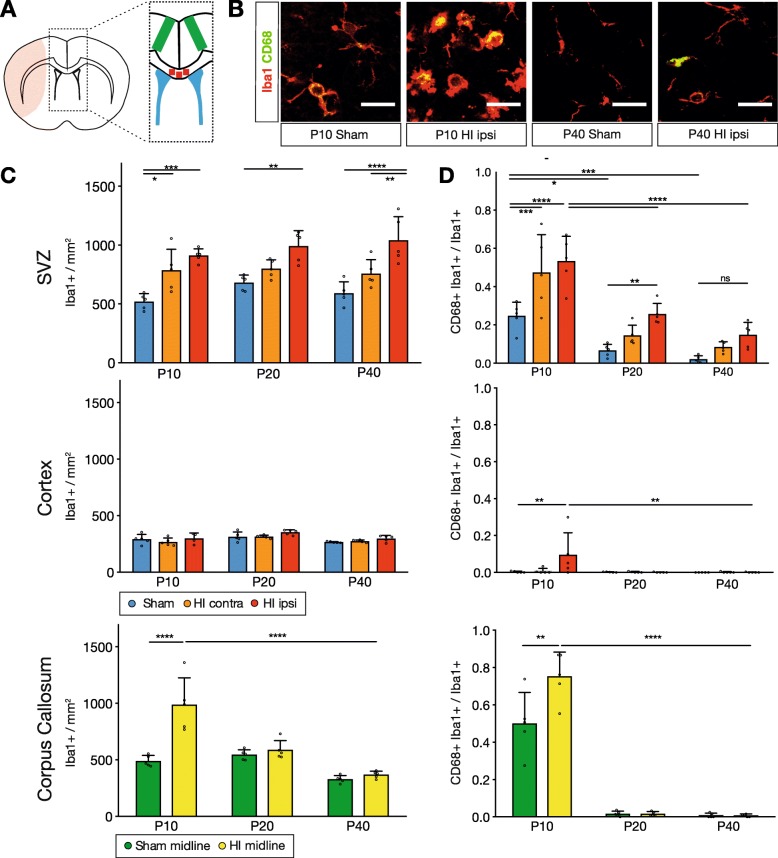
Microglia specifically accumulated early in the SVZ and displayed prolonged activation after HI. **a** Illustration of the analyzed regions in the HI-affected forebrain (pale red), including the SVZ (blue), the M2 supplementary motor cortex (green), and the midline corpus callosum (red). **b** Representative images of CD68+ Iba1+ activated microglia in the dorsolateral SVZ. **c** Microglial density in different brain regions. **d** Proportion of activated microglia in different brain regions. Individual data shown as dots, bars as mean with SD (error bar). Two-way ANOVA with Tukey post hoc test, ns = non-significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (Additional file 1: Table S3). Scale bar for **b**, 20 μm

#### Quantification of cell proliferation and microglial ball-and-chain buds

Paired box 6 protein (PAX6)+ PCNA+ cells in the most medial part of the dorsolateral SVZ were manually counted in a confocal microscopy stack of 50 μm × 50 μm × 10 μm depth using ImageJ. Only cell nuclei being fully included within the stack were counted. Microglial proliferation (number of BrdU+ Iba1+ or Ki67+ Iba1+ cells per total number of Iba1+ cells) and ball-and-chain buds (number of ball-and-chain-shaped pouches per total number of Iba1+ cells) in the dorsolateral SVZ or CX were manually quantified in 3D-reconstructed confocal stack images with Imaris software (ver. 7.6.5, Bitplane). Ball-and-chain buds were defined as spherically shaped extensions at the terminal branch of microglial processes. Analysis was conducted in three animals per surgery and time point.

### Microglial isolation and RNA purification

Animals underwent sham or HI surgery at P7, and microglia were isolated from the SVZ and CX at P10 or P20 for subsequent transcriptome analysis (*n* = 6 animals per surgery and time point, total of 24 with 11 females; 38 excluded [Additional file 1: Table S1]). Animals were deeply anesthetized and perfused with ice-cold 0.9% saline. Brains were extracted and kept in ice-cold Hank’s balanced salt solution (HBSS) (Sigma) for the following sterile procedures. The region of the anterior SVZ was coronally cut with razor blades in 2-mm-thick sections and two sections selected. Sections from HI animals were further processed only if the HI injury severity was mild to moderate without affection of the ipsilateral SVZ or the adjacent medial striatum and corpus callosum (microscopic assessment during preparation). From individual HI animals, the ipsi-dorsolateral SVZ and the contralateral CX were microdissected under a dissection microscope (Leica) and separately collected. From individual sham animals, SVZ or CX from both hemispheres were microdissected. The individual tissue samples were processed at 4 °C. They were washed (centrifugation at 300*g* for 5 min, followed by aspiration of the supernatant), dissociated with the papain neural dissociation kit (Miltenyi), filtered through a 40-μm strainer, washed again, and magnetically labeled with mouse anti-rat CD11b microbeads (1:200) (Miltenyi) for 20 min. CD11b+ cells were ferromagnetically isolated using MS columns (Miltenyi) following the manufacturer’s instructions. The purity of CD11b+ sorted cells was tested by flow cytometry (see below). Due to the very small tissue samples and consecutively low cell yield, simultaneous flow cytometry analysis and RNA collection from individual tissue samples were not possible. Isolated CD11b+ cells were immediately processed with the Arcturus PicoPure RNA isolation kit (Thermo Fisher Scientific) including DNase treatment according to the manufacturer’s instructions and stored at − 80 °C after extraction buffer treatment. RNA isolation was then completed batch-wise. RNA integrity and concentration from CD11+ isolated cells were measured with the RNA 6000 Pico Kit (Agilent) on the 2100 Bioanalyzer (Agilent).

### Microglial transcriptome analysis

Sample preparation for microarray processing was performed externally at Life & Brain GmbH, Bonn, Germany. In brief, 500 pg total RNA per sample was reverse transcribed into cDNA using the GeneChip WT Pico Assay Kit (Affymetrix) in a two-step process according to the manufacturer’s instructions. The cDNA was subsequently fragmented, labeled, and hybridized to the GeneChip Rat Transcriptome Array 1.0 (Affymetrix). After staining, scanning was performed on a GeneChip Scanner 3000 (Affymetrix).

The raw microarray data was normalized using the R/Bioconductor package oligo (version 1.38.0). In brief, CEL files were read-in and subsequently normalized using the function rma. Probe sets were annotated with the affycoretools package (version 1.46.4). Entrez IDs with multiple probe sets were filtered for the probe set with the highest variance. One sample was identified as an outlier, and the animal (P20 sham SVZ) was removed from further analysis. The limma package (version 3.30.7) was used for differential gene expression analysis. One set of contrasts was defined to evaluate the surgery differences at both time points. *P* values were adjusted for multiple testing using the Benjamini and Hochberg false discovery rate (FDR), and genes with a FDR < 0.05 were considered as significant. Published microarray data sets were used to define M1 and M2 polarization markers by selecting the 15 most differentially expressed genes (FDR < 0.05) of lipopolysaccharide (LPS) or IL-4 stimulated microglia [26]. Gene sets defined in the Kyoto Encyclopedia of Genes and Genomes (KEGG) (version downloaded on 9 February 2017) were tested for differential enrichment using the limma function kegga. Principal component analysis and pathway-enrichment graphs were generated using R base graphics while heat maps for specified gene sets were based on the ComplexHeatmap package (version 1.12.0). Gene enrichment analysis for Gene Ontology (GO) terms for differentially expressed gene sets of SVZ and CX microglia were performed with the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7.

### Quantitative real-time PCR

The microarray results were validated by quantitative real time-polymerase chain reaction (qPCR) from pooled RNA samples from isolated SVZ microglia as described above that were not included in the microarray analysis (500 pg per sample, *n* = 2 animals for sham, *n* = 2 for HI per time point, respectively [Additional file 1: Table S1]). Due to the low RNA amount (1 ng) per pooled sample group, we chose Igf-1 expression levels for validation. Pooled RNA was reverse-transcribed with the QuantiTect Reverse Transcription Kit (Qiagen), and qPCR was performed in triplicates using Fast SYBR Green MasterMix (Roche) on a LightCycler 480 (Roche). Primers for Igf-1 and β-actin were commercially acquired (QuantiTect, Qiagen). All samples were analyzed concurrently in one experiment. Runs were normalized to the housekeeping gene β-actin by measuring ΔCT. The 2^−ΔΔCT^ method was used for the calculation of the Igf-1 fold change (FC) of the HI vs. sham group per time point.

### Primary neurosphere generation from SVZ tissue and microglial depletion

Animals underwent sham or HI surgery at P7 (3 independent experiments with *n* = 3 sham animals and *n* = 6 HI per experiment, total of 27 with 15 females; 4 excluded [Additional file 1: Table S1]) and were deeply anesthetized and decapitated at P10. Rat heads were immersed in 70% ethanol for 30 s and kept in ice-cold sterile HBSS until sterile dissection. Coronal sections of 6 mm thickness of the anterior SVZ were prepared as described above. Sections from HI animals were further processed only if the HI injury severity was mild to moderate without affection of the ipsilateral SVZ or the adjacent medial striatum and corpus callosum (microscopic assessment during preparation). Rectangular tissue blocks including the whole ipsi- or contralateral SVZ and the adjacent medial striatum were isolated. From HI animals, ipsi- and contralateral tissue blocks were pooled separately, whereas from sham animals, all SVZ tissue blocks were pooled per experiment, resulting in three tissue groups: (i) ipsilateral HI, (ii) contralateral HI, and (iii) sham (Fig. 6 A1). The pooled tissue samples were washed, dissociated with the papain neuronal dissociation kit (Miltenyi), and filtered through a 70-μm strainer. The cell suspension was washed and counted (TC20 counter, Bio-Rad). Dissociated cells were seeded at a density of 0.3 Mio in uncoated 24-well plates (Corning). Cells were incubated in 500 μl neuronal expansion medium (DMEM/F12 1:1, Gibco; with N2 supplements [human apo-Transferrin, 100 mg/l; insulin, 25 mg/l; putrescine, 100 μM; sodium selenite, 30 nM; Sigma]; penicillin/streptomycin, 100 μg/ml, Gibco; glutaMAX, 2 mM, Gibco). The cell culture plates were incubated at 37 °C in 5% CO_2_. The medium was completely replaced after 2 h and plates treated in three different conditions: (i) addition of microglia-targeting mouse anti-CD11b saporin-conjugated antibodies (anti-CD11b SAP, 0.35 μg/ml) (Advanced Targeting Systems), (ii) unspecific mouse IgG saporin-conjugated antibodies (IgG SAP, 0.35 μg/ml) (Advanced Targeting Systems), or (iii) no addition of antibodies (control) (Fig. 6 A2). Cell cultures were supplemented daily with recombinant human fibroblast growth factor (20 ng/ml, R&D Systems) and recombinant human epidermal growth factor (20 ng/ml, Peprotech). Half of the medium was replaced at 3 days in culture (DIC). Neurospheres were analyzed after 6 DIC.

### Cell culture image acquisition and analysis

Two 2.5x wide-field images per well were acquired on an Axiovert 200 microscope (Zeiss), representing 25% of the total well surface. Number and area of individual neurospheres with a diameter > 45 μm were automatically counted using ImageJ. For each experimental condition, the data from three wells were averaged and extrapolated to calculate neurosphere numbers per well. Qualitative confocal 40x fluorescence images were acquired from immunocytochemically stained wells.

### Flow cytometry

Dissociated samples were washed and stained with mouse anti-CD11b-FITC (1:200) (Bio-Rad) and mouse anti-CD45-PE (1:200) (Bio-Rad) in buffer solution (phosphate-buffered saline pH 7.4, 0.5% bovine serum albumin, 2 mM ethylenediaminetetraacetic acid [EDTA]) at 4 °C for 20 min, followed by washing and processed on an Accuri flow cytometer (BD Bioscience). All data were analyzed with FlowJo software (version 10.2).

### Statistical analysis

All data sets except the microarray data were analyzed in Prism software (GraphPad, version 6). All data are presented as mean ± standard deviation (SD) if not stated otherwise. Statistical analysis was performed with two-way ANOVA with Tukey post hoc test for age or surgery, or one-way ANOVA with Holm-Sidak post hoc test. *P* values < 0.05 were considered as significant. Correlations were computed with two-tailed Pearson correlation coefficients or nonparametric Spearman correlation. Countings for the SVZ size, microglial density, and proportion of activated microglia from ipsi- and contralateral sham hemispheres did not show any significant differences (Additional file 1: Figure S1). Thus, only ipsilateral (right-sided) sham data were used for statistical analysis of histological data.

## Results

### The SVZ transiently enlarges after HI

Neonatal HI was shown to induce a temporary enlargement of the SVZ and an increase in NSC/NPC proliferation [27, 28]. We measured the area of the total SVZ in sham and HI animals at P10, P20, or P40, reflecting acute, subacute, and chronic stages of HI injury (Fig. 1a, b). Due to the significant variability in HI injury severity in the Rice-Vannucci model of neonatal HIE, HI injury size was independently assessed by two investigators (Pearson coefficient *r* = 0.96, 95% confidence interval 0.91–0.98, *p* < 0.0001, *n* = 34) and animals selected with mild to moderate HI injury severity (median 49% hemispheric injury size [interquartile range 35–60%]) without histological signs of HI damage to the anterior SVZ.

HI induced an enlargement of the SVZ at P10 that was most prominent in the ipsilateral HI SVZ as compared to the sham SVZ (0.35 [mean] ± 0.05 [SD] vs. 0.26 ± 0.03 mm^2^, *p <* 0.004) (Fig. 1c). This enlargement was transient, and at P20 and P40, the HI ipsilateral SVZ normalized again to the size of sham SVZ (for P40, 0.23 ± 0.06 vs. 0.20 ± 0.02 mm^2^), whereas ventriculomegaly persisted (Fig. 1b). Overall, the size of the SVZ markedly decreased with age with an early transient enlargement in the ipsilateral hemisphere of HI animals.

### Microglia in the SVZ specifically accumulate early and remain activated after HI

After ischemic stroke in the adult rat, microglia in the ipsilateral SVZ become activated and accumulate over weeks [10]. Early postnatal microglia are not yet fully mature and are endogenously activated in the SVZ [16–20, 22], a developmental feature which may affect their response to injury. We therefore analyzed the impact of HI on microglia in the SVZ, CC, and CX by quantifying their density and the proportion of activated microglia (Fig. 2a, b).

After HI, microglia in the ipsilateral SVZ significantly accumulated at P10 (ipsilateral HI SVZ, 911 ± 57 vs. sham SVZ, 519 ± 67 Iba1+/mm2, *p* < 0.0001). This early increase in microglial density in HI SVZ remained constant until P40 when compared to sham SVZ (ipsilateral HI SVZ 1041 ± 200 vs. sham SVZ 590 ± 66, *p* < 0.0001) (Fig. 2c). Likewise, HI led to a striking increase in the proportion of activated microglia in the ipsilateral SVZ at P10 (ipsilateral HI SVZ 0.53 ± 0.13 vs. sham SVZ 0.25 ± 0.07 CD68+ Iba1+/Iba1+, *p* < 0.0001) and P20 (ipsilateral HI SVZ 0.26 ± 0.06 vs. sham SVZ 0.06 ± 0.03, *p* < 0.006), while overall, the proportion of activated microglia decreased in both groups with age (Fig. 2d). However, with increasing age, a substantial reduction of activated microglia was observed in both HI ipsilateral SVZ (P10, 0.53 ± 0.13 vs. P40, 0.08 ± 0.03, *p* < 0.0001) and sham SVZ (P10, 0.25 ± 0.07 vs. P40, 0.02 ± 0.02, *p ≤* 0.001). Thus, microglia in the ipsilateral SVZ responded to HI with early accumulation and prolonged activation, while during the same period, the number of PCNA+ PAX6+ NPCs remained unchanged (Additional file 1: Figure S2).

We next investigated whether these findings were specific to the SVZ and quantified the same parameters in the adjacent CX and CC (Fig. 2a). In the CX, the microglial density of HI vs. sham remained unchanged from P10 (ipsilateral HI CX, 299 ± 47 vs. sham CX, 310 ± 49 Iba1+/mm^2^) until P40 (ipsilateral HI CX, 297 ± 28 vs. sham CX, 266 ± 6), while in the CC, it transiently increased at P10 (HI CC, 989 ± 238 vs. sham CC, 490 ± 49, *p* < 0.0001) but thereafter returned to sham levels until P40 (HI CC, 367 ± 31 vs. sham CC, 328 ± 32) (Fig. 2c). At P10, HI led to an increased proportion of activated microglia in the CX (ipsilateral HI CX, 0.1 ± 0.12 vs. sham CX, 0.003 ± 0.004 CD68+ Iba1+/Iba1+, *p* < 0.003) and in the CC (HI CC, 0.75 ± 0.13 vs. sham CC, 0.5 ± 0.17, *p* < 0.01); nevertheless, by P20, the proportion of activated microglia was equally reduced in all groups (Fig. 2d).

In summary, microglia in regions other than the SVZ were activated for a shorter time as compared to SVZ microglia and did not demonstrate a sustained accumulation. Interestingly, the SVZ contralateral to the ischemic hemisphere showed similar results as the ipsilateral HI SVZ, although less pronounced (Figs. 1c and 2c, d). To verify that the findings in the contralateral SVZ were due to the combination of global hypoxia and unilateral ischemia and not to hypoxia alone, rat neonates were subjected to sham surgery followed by exposure to hypoxia (*n* = 3 “hypoxia only” animals). The results in this group were similar to those measured in sham animals, underscoring the specificity of the microglial response to the HI injury in the ipsilateral and contralateral SVZ (Additional file 1: Figure S3).

### SVZ microglia proliferate early after HI

We then asked if HI-induced microglial accumulation in the SVZ was due to local proliferation. BrdU was administered for three consecutive days before sacrifice, and proliferating BrdU+ microglia were quantified in the dorsolateral SVZ (Fig. 3a). The proportion of proliferating microglia in sham animals was higher at P10 than afterwards. HI led to a significant increase in microglial proliferation at P10 in the ipsilateral and contralateral SVZ (ipsilateral HI, 0.16 ± 0.04 vs. sham, 0.11 ± 0.01 BrdU+ Iba1+/Iba1+, *p* < 0.014) (Fig. 3b). The analysis of Ki67+ Iba1+ proliferating cells at P10 depicted similar, but non-significant trends (Additional file 1: Figure S4), suggesting that the HI-induced proliferation mainly occurred before P10. In comparison, microglial proliferation in the CX was noticeably lower and remained unaffected by HI at P10 (ipsilateral HI, 0.06 ± 0.03 vs. sham, 0.05 ± 0.01) and was practically inexistent thereafter (data not shown). Hence, microglia proliferated early after birth and more pronounced in the SVZ after HI.

**Fig. 3:**
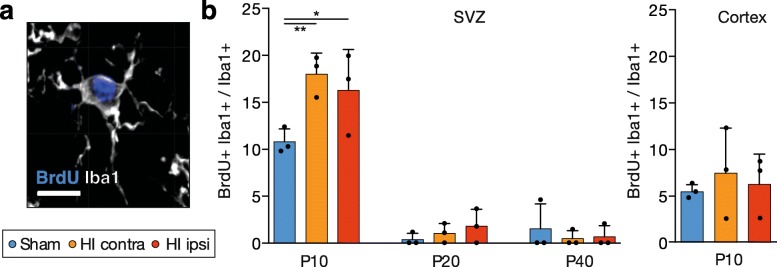
HI induced early proliferation of SVZ microglia. **a** Representative image of a BrdU+ microglia. **b** The proportions of BrdU+ Iba1+ proliferating microglia among total numbers of microglia in the dorsolateral SVZ and cortex. Individual data shown as dots, bars as mean with SD (error bar). Two-way ANOVA with Tukey post hoc test, *p < 0.05, **p < 0.01 (Additional file 1: Table S3). Scale bar for **a**, 10 μm

### HI temporarily increases the proportion of amoeboid SVZ microglia

Microglia in the dorsolateral SVZ were classified based on their morphology into amoeboid, intermediate, and ramified phenotypes (Fig. 4 A1–A3). An amoeboid morphology is associated with increased activation, proliferation, and phagocytosis [23]. In both sham and HI animals, the proportion of amoeboid microglia decreased with age (Fig. 4B). At P10, HI caused a striking increase in the percentage of amoeboid microglia in both ipsilateral and contralateral SVZ (ipsilateral HI, 68.9 ± 25.2%; contralateral HI, 49.2 ± 27.6%; sham, 6.8 ± 7.4%, *p ≤* 0.01). However, this difference was no longer present afterwards (P40, ipsilateral HI, 0.9 ± 0.3%; contralateral HI, 1.4 ± 1.6%; sham, 2.6 ± 1.1%). In opposite, the proportion of ramified microglia was significantly lower at P10 after HI compared to sham (ipsilateral HI, 14.5 ± 16.5%; contralateral HI, 14.3 ± 11.0%; sham, 69.4 ± 9.1%, *p ≤* 0.001), but no longer at P40 (ipsilateral HI, 87.9 ± 0.6%; contralateral HI, 84.6 ± 12.4%; sham, 93.4 ± 2.3%). In comparison, CX microglia in HI and sham animals remained ramified from P10 until 40 (data not shown). Thus, the specific endogenous activation of microglia in the early postnatal SVZ was markedly amplified by HI.

**Fig. 4:**
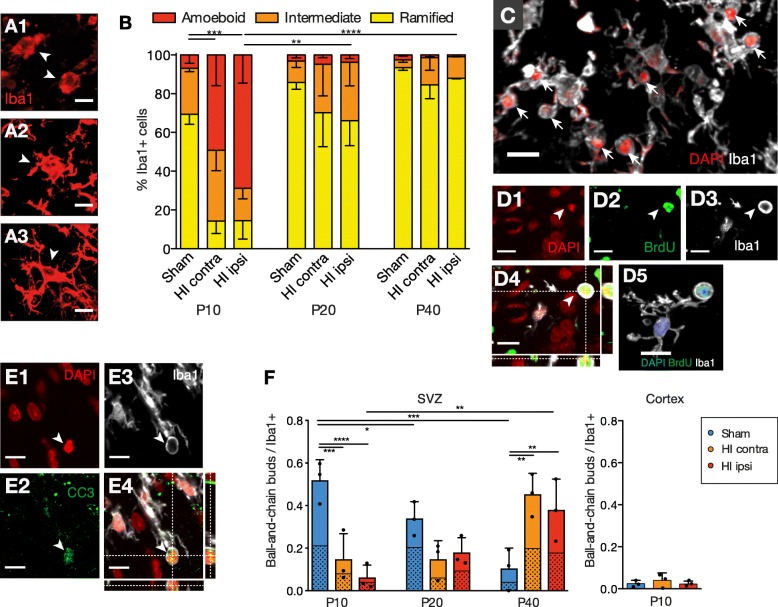
HI affects microglial morphology and phagocytosis. **A1**, **A2**, **A3** Microglia were classified upon their morphology to **A1** amoeboid, **A2** intermediate, or **A3** ramified (arrows). **B** Proportions of Iba1+ microglia in the dorsolateral SVZ according to their morphology. Statistical analysis for ramified microglia. Mean with standard error of the mean (error bar). **C** 3D-reconstructed representative image highlighting the content of ball-and-chain microglial buds (arrows) that consist of pyknotic DAPI+ cells. **D1**, **D2**, **D3**, **D4**, **D5** Representative images of a pyknotic BrdU+ cell engulfed by a microglial bud (arrow) with **D1** DAPI, **D2** BrdU, **D3** Iba1 stainings, **D4** the correspondent composite stack image, and **D5** a 3D-reconstructed image of the whole microglia cell. **E1**, **E2**, **E3**, **E4** Representative images of a pyknotic CC3+ cell engulfed by a microglial bud (arrow) with **E1** DAPI, **E2** CC3, **E3** Iba1 stainings, and **E4** the correspondent composite stack image. **F** Number of ball-and-chain buds per Iba1+ microglia in the dorsolateral SVZ and the cortex. The polka dot-filled bar area indicates the mean number of BrdU+ containing ball-and-chain buds. Individual data shown as dots, bars as mean with SD (error bar). Two-way ANOVA with Tukey post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.001 (Additional file 1: Table S3). Scale bar for **A**, **C**, **D**, **E**, 10 μm

### Increased number of ball-and-chain buds among SVZ microglia after HI

Phagocytosis is a key feature of microglia in the developing brain and maintains homeostasis in the adult neurogenic niches mediated through ball-and-chain-shaped pouches that engulf and phagocyte pyknotic cells [29, 30]. We therefore assessed microglial ball-and-chain buds in the dorsolateral SVZ which are best detectable in ramified microglia (Fig. 4C, D1–D5, E1–E4) [29].

In the sham SVZ, the number of ball-and-chain buds among Iba1+ cells were most prominent at P10 and continuously decreased thereafter (P10, 0.52 ± 0.1 vs. P40, 0.01 ± 0.1, *p* ≤ 0.0002) (Fig. 4F). This developmental course was reversed in HI animals (ipsilateral HI SVZ; P10, 0.06 ± 0.06 vs. P40, 0.38 ± 0.15, *p* < 0.003). Thus, at P40, microglia in the SVZ from HI animals showed significantly more ball-and-chain buds than in that from sham animals (ipsilateral SVZ, 0.38 ± 0.15 vs. sham SVZ, 0.01 ± 0.1, *p* < 0.009). Approximately half of the ball-and-chain buds contained BrdU+ nuclei (Fig. 4 D1–D5, F), indicating that the engulfed cells had recently proliferated. Microglial ball-and-chain buds in the CX were rare at P10 (Fig. 4F) and undetectable afterwards (data not shown). Engulfed cells rarely stained for the apoptotic marker cleaved caspase 3 (CC3) (Fig. 4E1–E4). They remained negative for NSC and NPC markers (sex determining region Y-box 2 [SOX2], doublecortin [DCX], PAX6, polysialylated-neural cell adhesion molecule [PSA-NCAM], data not shown) which may be due to rapid protein degradation [29], or alternatively other cells were engulfed. In conclusion, among ramified microglia, ball-and-chain buds were most prominent early at P10 in sham animals and late at P40 in HI animals.

### SVZ microglia upregulate pro- and anti-inflammatory and neurotrophic genes after HI

We analyzed the transcriptome of Cd11b+ cells microdissected and purified from the SVZ or CX of individual sham and HI animals at P10 and P20. 

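Each of 46 Affymetrix Rat Transcriptome Arrays measured the RNA of CD11b+ cells purified from 1 region of 1 rat pup. Pups had sham surgery or hypoxia-ischemia (HI) at P7 and were studied at P10 or P20. There were 6 arrays per group of region, surgery and age, and 5 in both sham groups at P20. SVZ and CX arrays came from the same 23 animals. In HI animals the SVZ was ipsilateral and the cortex contralateral to the carotid artery that had been clipped for a time. In sham animals the tissue of both sides was taken. In HI animals region and side of the injury thus cannot be told apart, also where HI effects are compared between SVZ and CX. Animals are named here by the letter and number of their labels: A and B are sham at P10 and P20, C and E are HI at P10, and D is HI at P20. The authors' deposited values are RMA values on the log2 scale, background-corrected and quantile-normalized over all arrays.

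1 limma model with a mean for each of the 8 groups was fitted to 25163 probe sets, 1 per gene, of which 21518 carried the symbol of 1 gene. A gene was called when its Benjamini-Hochberg adjusted p within a comparison was under 0.05. Every adjusted p of a gene is from limma. Gene differences are log2 folds with their standard error (SE), and group levels are means ± SD. The comparisons, 35 gene lists and the rule for naming genes were fixed before the deposited values were examined. The paper's values in Tables 2 and 3 and the colours of Fig. 5d had been seen when the naming rule was set. The called members of a list were set against all other genes with a one-sided Fisher's exact test, and each list was tested again with camera and an estimated correlation between its genes. The number of arrays, 5 or 6 per group, limits the precision of every difference.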

Flow cytometry analysis demonstrated a concentration of > 95% CD11b+ CD45+ cells after isolation (Additional file 1: Figure S5). Total RNA was extracted from these cells (RIN ≥ 7.2 [mean 9.6]), and a total of 500 pg RNA per sample was used for microarray experiments. 

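RIN values were listed for 44 of the 46 arrays, with a mean of 9.71 ± 0.376 and a range of 8.4 to 10. SVZ arrays of HI animals at P20 had a mean of 9.40 ± 0.502, and those of sham animals at the same age 9.62 ± 0.130. In the SVZ at P10 the means were 9.96 ± 0.0894 after HI and 9.63 ± 0.635 after sham surgery. Array medians lay between 5.25 and 5.49 on the log2 scale. At P20 the mean of these medians was 5.44 in sham SVZ and 5.34 in HI SVZ, and in the CX it was 5.42 and 5.30. With RIN as a covariate, 402 instead of 621 genes were lower after HI in the SVZ at P10. That fit also left out SVZ array E-1, which has no RIN, so the effect of RIN was not separated from that of the lost array.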

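C1qa, the start of the classical complement chain, had a mean linear value of 2463 ± 383 over all 46 arrays. The fractalkine receptor Cx3cr1 had 2304 ± 426, the colony-stimulating factor receptor Csf1r 2162 ± 274, and the matrix protein Sparc 2433 ± 281. The purine receptor P2ry12 had 638 ± 118. Tmem119, a membrane protein of mature microglia, had 623 ± 364, with single arrays from 128 to 1303. Genes typical of infiltrating macrophages had the means 8.38 ± 3.10 (Ccr1), 16.3 ± 5.92 (Ccr2), 24.1 ± 4.70 (Tlr8) and 47.0 ± 8.69 (Ifitm3). Probe sets differ in their affinity, so these values describe each gene on its own.

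Tmem119 changed with surgery: in the SVZ at P10 it fell by 0.77 (SE 0.16, adjusted p = 0.00102) after HI, with all 6 HI arrays under the sham mean. Of the 15 measured homeostatic microglia genes, 4 fell there, and 5 were lower adjusted over the list alone (Fisher's adjusted p = 0.00283, and adjusted p = 0.496 with an estimated correlation). Without SVZ array C-2 the Fisher call of this list was lost (adjusted p = 0.0651). In the SVZ at P20, 1 homeostatic gene was lower. Markers of other cells were measured too: the neuronal Rbfox3 33.02 ± 2.92, the astrocytic Gfap 50.03 ± 20.4, the myelin gene Mbp 83.03 ± 22.0, and the neuroblast gene Dcx 75.4 ± 94.4 with single arrays from 21.8 to 600.1.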

The microarray analysis revealed high expression of microglia-specific transcripts, including C1qa, Cx3cr1, P2ry12, and Tmem119 among all samples, whereas the macrophage-specific gene expression was low (Fig. 5a). 

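Over 25163 genes the first principal component (PC1) held 35.1% of the variance, and age explained 60.8% of it (permutation p = 1e-05, the smallest possible). Region explained 11.6% of PC1 (permutation p = 0.0211) and surgery 10.5% (permutation p = 0.0288). PC2 held 13.4% of the variance; region explained 34.9% of it (permutation p = 8e-05), surgery 17.1% (permutation p = 0.00457) and age 1.67% (permutation p = 0.391). PC3 held 10.7%, with 31.8% explained by region and 24.8% by age. Each animal gave 2 arrays, and these permutations took the 46 arrays as independent. In a test added after the data were seen, age and surgery were exchanged between the 23 animals and region within them. Surgery then had permutation p = 0.0947 for PC1 and 0.00279 for PC2, and region had 1e-05 for both. With genes scaled to unit SD, age and surgery explained 25.8% and 24.5% of PC1, and region 2.66%. With the 500 genes of highest variance, age explained 69.4% and region 22.0% of PC1, and surgery 0.868%.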

The principal component analysis demonstrated a grouping of most samples of the same condition with age and anatomical origin being the main components before surgery (Fig. 5b). The microarray results were validated by qPCR of additional SVZ samples that were not used in the microarray (Additional file 1: Figure S6).

**Fig. 5:**
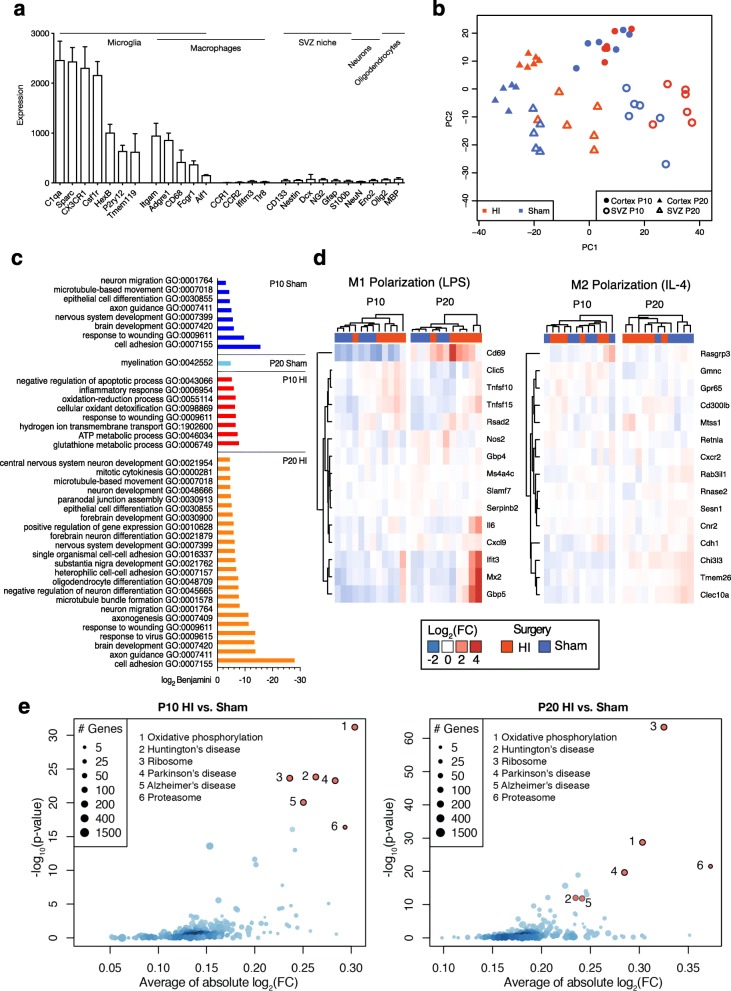
SVZ microglia upregulate pro- and anti-inflammatory and neurotrophic genes after HI. **a** Expression of specific genes for different cell types in microdissected CD11b+ microglia from the SVZ and cortex. Bars as mean with SD (error bar). **b** Principal component analysis of all samples. **c** Gene annotation enrichment analysis for significantly and > 1.5-fold upregulated genes in SVZ microglia compared to cortex microglia. **d** Heat maps for SVZ microglial expression of M1 (LPS)-polarized or M2 (IL4)-polarized genes. **e** KEGG pathways enrichment in SVZ microglia

The difference in gene expression of SVZ and CX microglia was age-dependent. 

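Cd8b (Entrez 24931), a T-cell co-receptor gene also read in rat microglia, had a regional difference that shrank with age in sham animals. Its SVZ minus CX difference at P20, less that at P10, was log2 −2.16 (adjusted p = 5.42e-08). The same interaction was −1.84 (SE 0.19, adjusted p = 5.42e-08) for the growth factor Igf1, −2.02 (SE 0.42, adjusted p = 0.0112) for the lysosomal glycoprotein Gpnmb and −2.11 (adjusted p = 3.15e-05) for the orphan receptor Gpr165. It was positive for the myelin genes Opalin (1.93, adjusted p = 0.0224) and Mobp (1.60, adjusted p = 0.0114) and for the sterol synthesis genes Msmo1 (1.06) and Sqle (1.04). In all, the interaction of region and age was called for 114 genes, 24 higher and 90 lower at P20. With each animal as a random block 212 genes were called, with only the 4 sham groups 70, and without SVZ array B-2 62. With cyclic loess 71 were higher and 76 lower, and with arrays centred on their median 18 and 71.

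Of 26 activated microglia genes, 4 had a lower regional difference at P20, and 11 adjusted over the list alone; for 16 lipid genes the counts were 5 and 11. Of 18 cholesterol synthesis genes, 3 had a higher one, and 9 adjusted over the list alone. These 3 lists kept their call with an estimated correlation (adjusted p = 0.0212, 0.00267 and 0.0212). The Fisher call of the cholesterol list (adjusted p = 2.16e-05) was lost in 5 of 22 cases with 1 array left out, with an adjusted p of up to 0.212. The activated microglia list was built from genes that studies like this one name, so it is not independent evidence.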

In P10 sham animals, microglia in the SVZ significantly (FDR < 0.05) upregulated 2319 and downregulated 1362 genes compared to microglia in the CX. In contrast, at P20, they were only 151 significantly upregulated and 33 downregulated genes. 

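The olfactory receptor gene Or1f20 (older symbol Olr1366) had the largest named difference between SVZ and CX in sham animals at P10, log2 3.13 (SE 0.25), above the CX mean in all 6 SVZ arrays. The cysteine-rich protein gene Plac8 was lower in the SVZ by log2 −2.08 and the interleukin receptor gene Il7r by −1.69. In all, 2170 genes were higher and 961 lower in the SVZ (n = 6 and 6), with 527 higher by over 1.5-fold. With each array centred on its median 2033 were higher and 1871 lower, with a paired fit of the 2 groups 602 and 228, and with animals as a random block 1490 were lower. Without SVZ array A-3, 508 were lower, and without CX array A-3, 1654.

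Of 28 measured lysosome genes, 21 were higher in the SVZ (22 adjusted over the list alone, Fisher's adjusted p = 4.67e-16). Of 16 lipid genes, 13 were higher, among them the cholesterol exporter Abca1 (1.64), and 2 lower (Fisher's adjusted p = 5.39e-11). Activated microglia genes, a list drawn from earlier studies and not independent evidence, were higher in 19 of 26 (20 adjusted over the list alone). For glutathione genes it was 11 of 22 (13 adjusted over the list alone). These 4 lists kept their call with an estimated correlation (adjusted p = 0.0394, 0.000818, 0.00337 and 0.0278).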

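The phagocytic receptor gene Axl was the most clearly separated named gene between SVZ and CX in sham animals at P20: log2 1.96 (SE 0.23, adjusted p = 1.61e-06), with all 5 SVZ arrays above the CX mean. In all, 105 genes were higher and 15 lower in the SVZ (n = 5 and 5), and 60 were higher by over 1.5-fold. Of the 2170 genes higher at P10, 46 were also higher at P20, with 9.06 expected by chance. With a paired fit 164 were higher and 51 lower, with animals as a random block 188 and 39, and with array weights 1164 and 678. Leaving out 1 array gave 43 (SVZ B-2) to 130 higher genes and 7 (CX B-4) to 23 (SVZ B-6) lower ones.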

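At P10 in sham animals, Gpnmb differed between SVZ and CX by log2 2.90 (SE 0.28, adjusted p = 3.82e-10), and Dcx, a microtubule gene of migrating neuroblasts, by 2.32 (SE 0.33, adjusted p = 2.17e-06). Igf1 differed by 1.86 (SE 0.13, adjusted p = 2.36e-14) and Spp1 (osteopontin) by 1.98 (SE 0.43, adjusted p = 0.00112). At P20 the differences of Gpnmb, Dcx, Igf1 and Spp1 did not pass the test: 0.88 (adjusted p = 0.243), 0.89 (adjusted p = 0.389), 0.02 and 0.68 (adjusted p = 0.862). The interaction of region and age was called for Igf1 and Gpnmb, and not for Dcx (−1.43, SE 0.49, adjusted p = 0.247) or Spp1 (−1.30, adjusted p = 0.523).

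The 18 genes that the paper names for these 2 comparisons were all higher in the SVZ at P10, and 7 of them were higher at P20. The 7 include Axl (1.65 at P10), the lectin receptor Clec7a (1.67 and then 1.56, adjusted p = 0.0162 at P20), Lrrc74b (2.44, 1.67), the scavenger receptor gene Olr1 (2.49, 1.31) and Sulf2 (2.03, 1.36). The lipid binder Fabp7 (1.50, 1.81) was higher at P20 with adjusted p = 0.0342, a call lost under 9 of 23 alternatives, and Rab7b (1.86, 0.93) with adjusted p = 0.0322. At P20 Zcchc18 differed by 1.26 (adjusted p = 0.0602) and Or1f20 by 1.02 (adjusted p = 0.0811), and both were called with a paired fit (adjusted p = 0.0247 and 0.0118). Without CX array B-3, B-4 or B-5, Clec7a did not pass the test at P20.

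**Figure D1:**
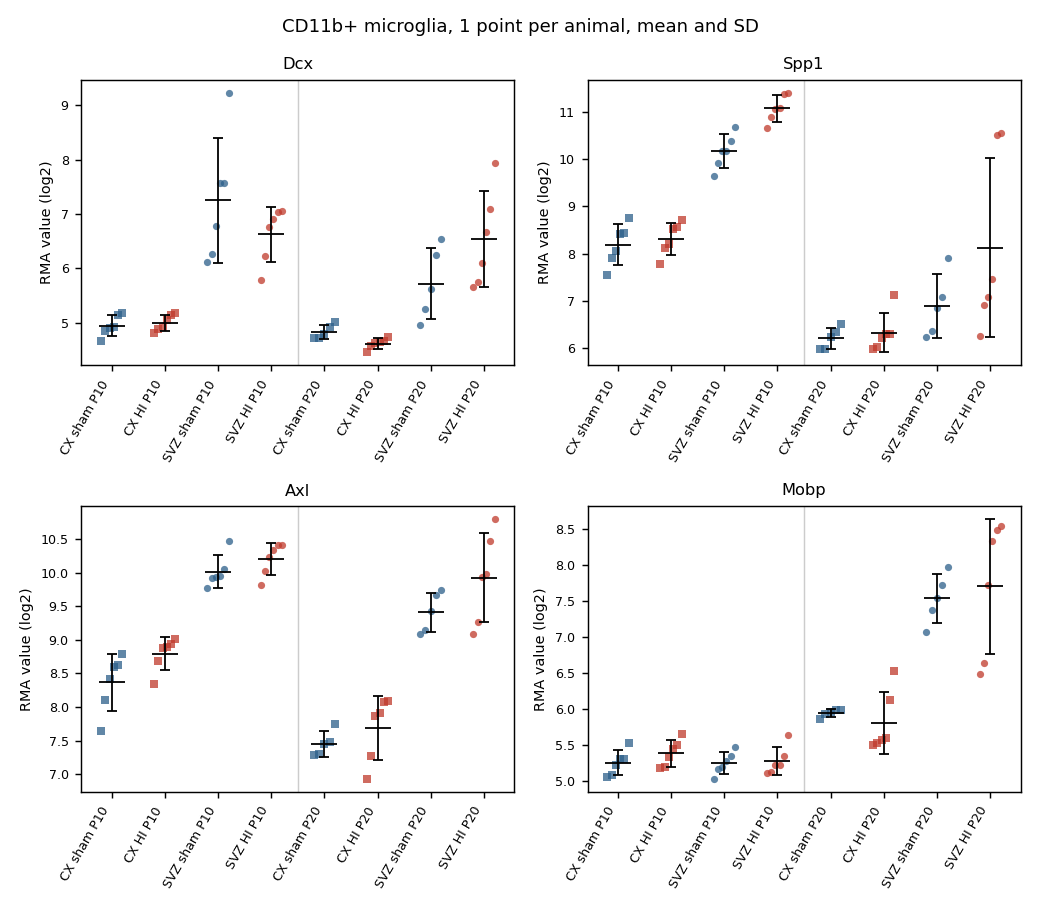
RMA value (log2) of Dcx, Spp1, Axl and Mobp in each of the 8 groups of region, surgery and age; each point is 1 animal, bars are mean and SD. Axl was higher in the SVZ at both ages, and Mobp at P20.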

Some upregulated genes in SVZ microglia were consistent with increasing age, including Axl, Clec7a, Fabp7, Lrrc74b, Olr1, Olr1366, Rab7b, Sulf2, and Zcchc18, while other gene upregulations were only found at a specific time point, such as at Cd8b, Dcx, Gpnmb, Gpr165, Hsdl2, Igf1, Ms4a6bl, Pdk4, and Spp1 at P10.

We next performed gene-annotation enrichment analysis for significantly and minimally 1.5-fold upregulated genes in SVZ microglia in comparison with CX microglia (Fig. 5c). At P10, the resulting GO terms in sham microglia were associated with cell motility, nervous system development, and axonal guidance, in difference to metabolic and inflammatory processes and negative regulation of apoptosis in HI animals. 

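Among neuroblast genes, Cd24 (log2 1.69, SE 0.24), the RNA binder Elavl4 (1.47) and the tubulin gene Tubb3 (1.18) were higher in SVZ than in CX of sham animals at P10. Of 22 measured neuroblast genes, 13 were higher, 12 of them by over 1.5-fold, and 2 were lower (14 higher adjusted over the list alone, Fisher's adjusted p = 2.33e-08, and adjusted p = 0.172 with an estimated correlation). Of 32 migration and axon guidance genes, 11 were higher, among them the repulsion receptor Robo2 (1.00) and its ligand Slit1 (0.85), and 4 lower, among them Efnb2 (−0.74). Over the list alone 14 migration genes were higher (Fisher's adjusted p = 0.000157, and adjusted p = 0.250 with an estimated correlation). Of 17 neural stem cell genes 8 were higher, among them Sox2 (1.68), and of 13 ependymal genes 9 (10 and 11 adjusted over the list alone, and adjusted p = 0.142 with an estimated correlation for both). Of 89 oxidative phosphorylation genes 43 were higher in sham animals too (63 adjusted over the list alone, Fisher's adjusted p = 3.83e-21, and adjusted p = 0.164 with an estimated correlation), and of 16 glycolysis genes 8 (10 adjusted over the list alone, Fisher's adjusted p = 9.03e-05, and adjusted p = 0.142 with an estimated correlation).

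In HI animals at P10, 2459 genes were higher and 1433 lower in SVZ than in CX (n = 6 and 6). With HI animals of letter C alone the counts were 1215 and 517, with letter E alone 1208 and 600, and with array weights 3859 and 2624. Of 89 measured oxidative phosphorylation genes, 79 were higher (81 adjusted over the list alone, Fisher's adjusted p = 3.44e-67, and adjusted p = 0.0235 with an estimated correlation). Of 15 homeostatic microglia genes 12 were lower, among them Selplg (−1.46) and Tmem119 (−1.32), and 13 adjusted over the list alone (Fisher's adjusted p = 1.51e-11, and adjusted p = 0.0292 with an estimated correlation). Of 32 migration genes, 3 were higher and 9 lower, and of 22 neuroblast genes, 3 were higher and 4 lower.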

At P20, in sham microglia, only the GO term myelination was present, whereas in HI microglia, the GO terms associated with cell motility, nervous system development, and negative regulation of neuronal regulation shared some resemblance to those found in sham microglia at P10.

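The myelin lipid enzyme gene Ugt8 was higher in SVZ than in CX of sham animals at P20 by log2 2.45 (SE 0.45, adjusted p = 0.00278). The myelin genes Opalin (1.83, SE 0.32, adjusted p = 0.00149), Mobp (1.60, SE 0.24, adjusted p = 0.000187) and Mag (1.56) were also higher. For Ugt8, Opalin and Mobp all 5 SVZ arrays lay above the CX mean. Of 14 measured myelinating oligodendrocyte genes, 11 were higher (12 adjusted over the list alone, Fisher's adjusted p = 4.91e-23, and adjusted p = 0.00372 with an estimated correlation). Of 22 neuroblast genes none passed limma at P20 in sham animals (8 higher and 1 lower at an unadjusted p under 0.05), and 5 were higher adjusted over the list alone.

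In HI animals at P20, 12 of the 14 were higher (12 adjusted over the list alone), with Ugt8 at 3.15 (SE 0.41) and Opalin at 2.60 (SE 0.29). Of 22 neuroblast genes, 13 were higher, 11 of them by over 1.5-fold, and 1 lower (14 higher adjusted over the list alone, Fisher's adjusted p = 2.67e-11, and adjusted p = 0.0849 with an estimated correlation). Other neural cell lists were higher as well: 8 of 17 stem cell genes, 7 of 14 oligodendrocyte precursor genes, 7 of 15 astrocyte genes and 5 of 13 ependymal genes (9, 9, 8 and 9 adjusted over the list alone, Fisher's adjusted p = 3.13e-06, 8.55e-06, 1.36e-05 and 0.000717, and adjusted p = 0.106, 0.0849, 0.137 and 0.134 with an estimated correlation). Dcx was higher by 1.92 (SE 0.33, adjusted p = 0.000121), the adhesion gene Ncam1 by 1.66 (SE 0.33) and Tubb3 by 1.34. Migration genes were higher in 6 and lower in 5 of 32 (Fisher's adjusted p = 0.0107 for the higher ones, 0.148 without SVZ array D-6, and 0.0186 for the lower ones, 0.0503 without SVZ array D-4), with adjusted p = 0.422 with an estimated correlation.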

Thus, the difference of the SVZ and CX microglial gene expression underscored the dynamics and region-specificity of microglial development. The gene-annotation enrichment analysis indicated a long-term impact of HI onto SVZ microglial gene expression and potential functional effects.

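In HI animals at P20, 1260 genes were higher and 683 lower in SVZ than in CX (n = 6 and 6), and without animals D-2 and D-3, left out after the data were seen, 441 and 107. The proliferation gene Mki67 was higher by log2 1.47 (SE 0.21, adjusted p = 4.77e-06) and the topoisomerase gene Top2a by 1.29. Of 34 measured cell cycle genes, 25 were higher (30 adjusted over the list alone, Fisher's adjusted p = 2.92e-24, and adjusted p = 0.0849 with an estimated correlation), and without D-2 and D-3 6 were. The scavenger receptor Cd163, a marker of border macrophages, was lower by log2 −1.40 (SE 0.26), as were 5 of 12 genes of that list (7 adjusted over the list alone, Fisher's adjusted p = 0.000172, and adjusted p = 0.102 with an estimated correlation). The Fisher call of that list was lost without SVZ array D-3, CX array D-2 or CX array D-5.

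Of the 1260 genes, 378 were also higher in the SVZ of HI animals at P10, with 123 expected by chance. Among the lower genes the overlap was 384, with 38.9 expected.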

We then analyzed in further detail gene expression differences in the SVZ. HI microglia significantly upregulated 1807 and downregulated 389 genes compared to sham at P10, and upregulated 2642 and 7288 downregulated genes at P20, respectively. 

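Emb (embigin, Entrez 114511), an adhesion protein, had the largest rise of a named gene in the SVZ at P10 after HI: log2 2.20 (SE 0.28, adjusted p = 7.35e-07), above the sham mean in all 6 HI animals. The membrane receptor gene Ms4a6c rose by 1.46 (SE 0.18) and the lipoprotein lipase gene Lpl by 1.31 (SE 0.19, adjusted p = 6.18e-06). Ankrd55 fell by 1.23 (SE 0.20, adjusted p = 3.30e-05) in all 6. In all, 1900 genes were higher and 621 lower in HI than in sham animals (n = 6 and 6). With HI animals of letter C alone 639 were higher and 118 lower, with only the arrays of these 2 groups 249 were lower, and without SVZ array E-3 344. More were lower with cyclic loess (1097), array weights (1020) and, chosen after the data were seen, the receptor signal as a covariate (951), and 853 without SVZ array C-2.

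At P20, Plac8 rose by 2.04 (SE 0.40, adjusted p = 0.000906) and the MHC class II gene RT1-Da by 1.61 (SE 0.36, adjusted p = 0.00173), in 5 and 6 of the 6 HI animals. The interleukin receptor gene Il1r1 fell by 0.66. In all, 2688 genes were higher and 7418 lower (n = 6 and 5). The median of all genes was shifted by log2 −0.11; with each array centred on its median, 3890 were higher and 3239 lower. With the animal numbers 2 to 6 as a block, which leaves out D-1, 367 were higher and 13 lower. No source pairs HI and sham animals by number, and this fit holds only the arrays of the groups compared. It can therefore lose calls by its size alone. Without SVZ array B-5 the counts were 1718 and 3928.

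Of the genes higher at P10, 872 were higher at P20 as well, with 203 expected by chance. Of the genes lower at P10, 134 were lower at P20, fewer than the 183 expected. The interaction of HI and age was called for 767 genes, 147 higher and 620 lower at P20, and for 123 without SVZ array B-5. With RIN as a covariate, and so without SVZ array E-1, it was called for 26. With cyclic loess the split was 297 higher and 371 lower. Of 100 splits of the same arrays 6 called as many genes, so chance was not excluded for this interaction. Lpl (−1.29, adjusted p = 0.00753) and Emb (−1.49, adjusted p = 0.0350) were among the lower ones.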

Overall, the FC of significantly differentially expressed genes in the SVZ was modest. 

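Among genes called in the SVZ the median fold between HI and sham was 1.29 at P10 and 1.22 at P20, and the 90th percentiles were 1.53 and 1.34. At P10, 218 genes were higher by over 1.5-fold, and at P20 305. Cx3cr1 is an example of a small called change: it fell by 0.23 (adjusted p = 0.0344) at P10. The fatty acid binder Fabp5 (0.77) and the apolipoprotein Apoc1 (0.86) rose at P10 by less than 2-fold, and the purine receptor P2ry12 had a difference of −0.35 (adjusted p = 0.0600).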

In HI compared to sham microglia, 19 genes were more than 2-fold upregulated and 3 downregulated at P10, and 25 upregulated and none downregulated at P20. 

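Among probe sets with 1 gene symbol, Emb had the highest fold at P10, 4.59, and Plac8 at P20, 4.12. At P10, 20 genes rose by over 2-fold, among them the annexin Anxa5 (log2 1.19, SE 0.15), the chemokine gene Ccl6 (1.28) and the proteoglycan Sdc4 (1.16). The 5 that fell by over 2-fold include the mitochondrial quality gene Spata18 (−1.13) and Il7r (adjusted p = 0.00338). At P20, 36 genes rose by over 2-fold, among them Samd9 (1.37), the lectin receptor Clec12a (1.33) and the receptor gene Tlr1 (1.18). None of the 7418 genes that limma called lower fell by over 2-fold, and 12721 genes had an unadjusted p under 0.05 in either direction. At P10, leaving out 1 array gave 17 (E-1) to 39 (A-4) genes higher and 2 (E-3) to 17 (A-4) lower. At P20 it gave 14 (D-3) to 57 (D-4) higher; with the animal number as a block and without D-2 and D-3 the count was 13.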

The 25 most upregulated genes are listed in Table 2 for P10, and Table 3 for P20, respectively. 

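The interferon-induced genes Mx2 and Rsad2 rose in the SVZ at P20 by log2 1.02 (SE 0.30, adjusted p = 0.00878) and 1.35 (SE 0.39, adjusted p = 0.00815). In animals D-2 and D-3, Mx2 was 7.48 and 8.31, and 5.24 to 5.78 in the 4 other HI animals; Rsad2 was 7.23 and 8.64, and 4.23 to 5.43 in the others. Without these 2 animals, left out after the data were seen, the differences were 0.23 and 0.30 and did not pass the test.

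Of 25 genes in Table 2 of the paper, 24 were matched by name here, and all 24 were called higher at P10, with folds of 1.95 to 4.59. Without E-3 all 24 were called as well. The immune receptor gene Slamf9 rose by 2.10-fold and is not in that table. Of 25 genes in Table 3, 18 were matched and all 18 were called higher at P20, with folds of 2.02 to 4.12. Without D-2 and D-3, 10 of the 18 were called and 1 was over 2-fold, and with the animal number as a block 5 were called, with folds of 1.93 to 5.59 over the 18. Spp1 (2.37-fold), the interferon-induced Ifit1 (2.89), Oas2 (2.34) and Mx1 (2.17) and the chemokine gene Cxcl13 (2.76) rose at P20 and are not in Table 3. None of these 5 was called higher without D-2 and D-3, with Spp1 at 0.04, Ifit1 at 0.17, Oas2 at 0.22, Mx1 at 0.13 and Cxcl13 at −0.19. Cxcl13 was called lower there by limma (adjusted p = 0.0306). Of the 24 genes matched from Table 2, 4 were higher at P20, and of the 18 matched from Table 3, 1 was higher at P10.

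**Figure D2:**
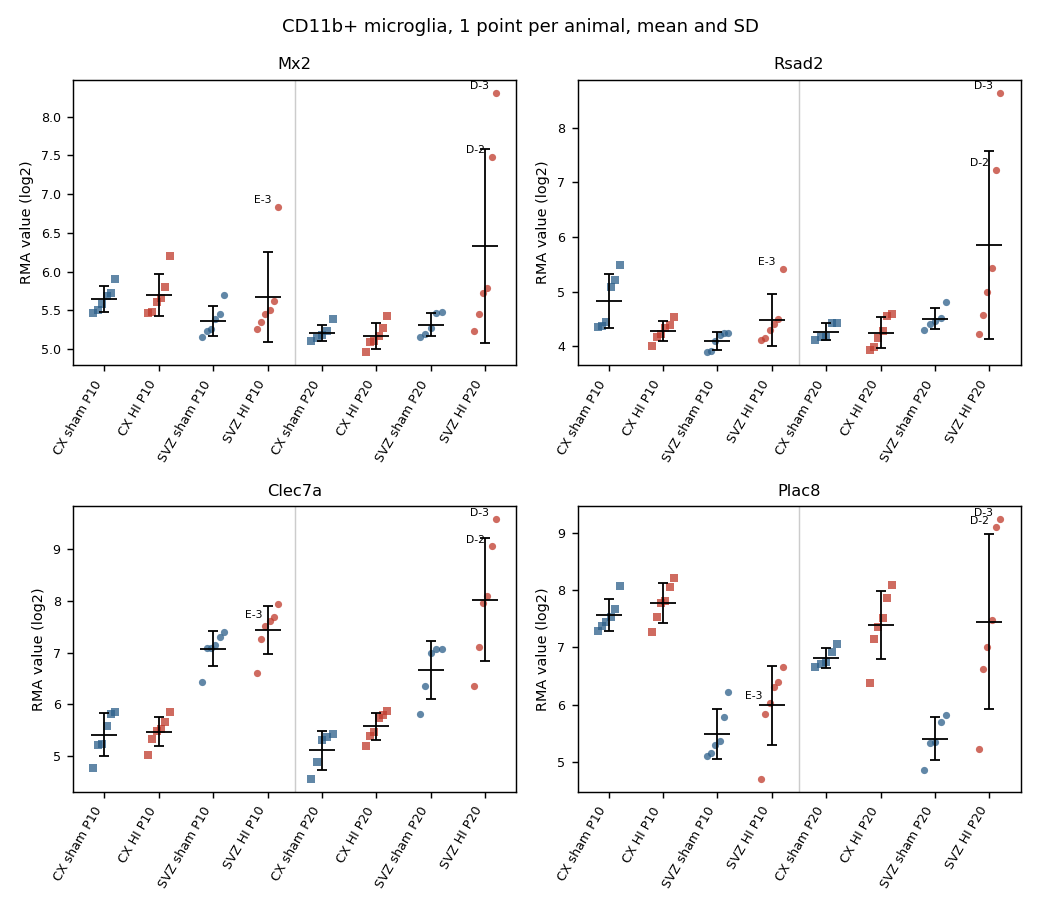
RMA value (log2) of Mx2, Rsad2, Clec7a and Plac8 in each of the 8 groups; each point is 1 animal, bars are mean and SD, and animals D-2, D-3 and E-3 are marked. Plac8 was 9.10 and 9.24 in D-2 and D-3, and 5.23 to 7.48 in the other HI animals at P20.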

Among those genes, we noticed a concurrent expression of genes associated with proinflammatory (RasGef1b, TNFsf9, Rab32, Stat1, Ifi27, Pdpn) and anti-inflammatory (Anxa2, CD206, Gpnmb, Clec7, miR-146a) effects as well as genes with neurotrophic effects such as Igf-1 [15] and C3 [31]. Thus, the transcriptome of SVZ microglia after HI shows a complex pattern of concurrent upregulation of pro- and anti-inflammatory as well as neurotrophic genes.

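Of the genes linked to proinflammatory effects, the exchange factor gene Rasgef1b rose in the SVZ at P10 by log2 1.13 (SE 0.18, adjusted p = 3.81e-05). The TNF family ligand Tnfsf9 rose by 1.06 (SE 0.24, adjusted p = 0.00230) and the vesicle gene Rab32 by 1.03 (SE 0.14, adjusted p = 2.86e-06), and all 3 rose in all 6 HI animals. The interferon-induced Ifi27 rose at P20 by 1.29 (SE 0.28, adjusted p = 0.00163), and the mucin-like Pdpn by 1.12 (SE 0.34, adjusted p = 0.0108) in 4 of 6 animals. At P10, Ifi27 (0.47) and Pdpn (0.43) did not pass the test, and the interaction with age was not called for Ifi27 (0.82, adjusted p = 0.160).

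Of the genes linked to anti-inflammatory effects, the annexin Anxa2 rose at P10 by 1.45 (SE 0.24, adjusted p = 6.90e-05), the mannose receptor Mrc1 (CD206) by 1.37 (SE 0.29, adjusted p = 0.00108) and Gpnmb by 1.07 (SE 0.28, adjusted p = 0.00898). At P20, Clec7a rose by 1.36 (SE 0.32, adjusted p = 0.00254) and the microRNA gene Mir146a by 1.04 (SE 0.35, adjusted p = 0.0178). Mrc1 and Gpnmb lost their call with HI animals of letter C alone, and Gpnmb also with RIN as a covariate, a fit without SVZ array E-1. Of the neurotrophic genes, Igf1 (Entrez 24482) rose at P10 by 0.99 (SE 0.13, adjusted p = 1.27e-06), and the complement gene C3 at P20 by 1.05 (SE 0.27, adjusted p = 0.00361). C3 had 0.30 (adjusted p = 0.600) at P10, with an interaction of 0.75 (adjusted p = 0.174). With the animal number as a block Ifi27 (1.40), Pdpn (1.36), Clec7a (1.38), Mir146a (0.95) and C3 (1.12) had about as large differences at P20 but did not pass the test. Without D-2 and D-3, C3 (0.51), Pdpn (0.32) and Mir146a did not pass it, nor did Mir146a without SVZ array B-2.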

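Of 26 measured activated microglia genes, 10 rose and 1 fell in the SVZ at P10 (16 higher adjusted over the list alone, Fisher's adjusted p = 7.10e-05, and adjusted p = 0.147 with an estimated correlation). Of 28 lysosome genes 10 rose (14 adjusted over the list alone, Fisher's adjusted p = 0.000127, and adjusted p = 0.267 with an estimated correlation). Of 16 lipid genes 7 rose, among them the lipid droplet gene Plin2 (0.94), and 10 adjusted over the list alone (Fisher's adjusted p = 0.000430, and adjusted p = 0.147 with an estimated correlation). Of 25 growth factor genes 2 rose and 1 fell at P10, and 1 rose and 11 fell at P20 (1 and 11 adjusted over the list alone). These falls lie beside the shift of all genes at P20, and with arrays centred on their median 3 of the 25 fell. The activated microglia and growth factor lists hold genes that studies of this kind name and are not independent evidence.

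At P20, 27 of 38 interferon-stimulated genes rose (29 adjusted over the list alone, Fisher's adjusted p = 1.70e-17, and adjusted p = 0.295 with an estimated correlation). The antiviral kinase gene Eif2ak2 rose by 1.12 (SE 0.21, adjusted p = 0.000887) in all 6 animals, and the deubiquitinase gene Usp18 by 1.30. Without D-2 and D-3, 7 of the 38 rose. At P10, 3 of the 38 rose. The interferon list also holds genes that the paper names.

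In retracing the argument, the paper starts from the genes of Tables 2 and 3, notes genes associated with each kind of effect, and concludes that proinflammatory, anti-inflammatory and neurotrophic genes rise together. By the same sorting, 3 proinflammatory, 3 anti-inflammatory and 1 neurotrophic gene were called higher here at P10, and 2, 2 and 1 others at P20.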

**Table 2:** Upregulated genes in SVZ microglia after HI at P10

Gene symbol	Gene name	EntrezID	FC HI vs. sham
Emb	Embigin	114511	4.59
LOC100911403	Membrane-spanning 4-domains subfamily A member 4A-like	100911403	4.03
Ms4a6c	Membrane-spanning 4-domains, subfamily A, member 6C	690930	2.76
Anxa2	Annexin A2	56611	2.74
LOC290595	Hypothetical gene supported by AF152002	290595	2.73
Ms4a4a	Membrane-spanning 4-domains, subfamily A, member 4A	361734	2.61
CD206	Mannose receptor, C type 1	291327	2.58
Lpl	Lipoprotein lipase	24539	2.48
Ccl6	Chemokine (C-C motif) ligand 6	287910	2.42
Anxa5	Annexin A5	25673	2.28
Sdc4	Syndecan 4	24771	2.24
Stom	Stomatin	296655	2.19
Rasgef1b	RasGEF domain family, member 1B	100361238	2.19
Cd8b	CD8b molecule	24931	2.18
Gpnmb	Glycoprotein nmb	113955	2.09
Tnfsf9	Tumor necrosis factor superfamily member 9	353218	2.09
Atp6v1e1	ATPase H+ transporting V1 subunit E1	297566	2.06
Rab32	RAB32, member RAS oncogene family	365042	2.05
Mfsd1	Major facilitator superfamily domain containing 1	361957	2.01
Slirp	SRA stem-loop interacting RNA binding protein	688717	1.99
Igf-1	Insulin-like growth factor 1	24482	1.99
Pygl	Liver glycogen phosphorylase	64035	1.98
Igsf6	Immunoglobulin superfamily, member 6	171064	1.98
Enpp6	Ectonucleotide pyrophosphatase/phosphodiesterase6	306460	1.95
Tnfaip2	TNF alpha induced protein 2	299339	1.95

The 25 most upregulated genes in ipsilateral SVZ microglia after HI compared to sham SVZ microglia at P10 (FDR < 0.05)

**Table 3:** Upregulated genes in SVZ microglia after HI at P20

Gene symbol	Gene name	EntrezID	FC HI vs. sham
LOC100910270	Uncharacterized	100910270	6.37
Slfn4	Schlafen 4	114247	4.51
Plac8	Placenta-specific 8	360914	4.12
RT1-Da	RT1 class II, locus Da	294269	3.06
RGD1563091	Similar to OEF2	500011	2.59
Clec7a	C-type lectin domain family 7, member A	502902	2.57
Rsad2	Radical S-adenosyl methionine domain containing 2	65190	2.54
Clec12a	C-type lectin domain family 12, member A	680338	2.51
Ifi27	Interferon, alpha-inducible protein 27	170512	2.45
Tlr1	Toll-like receptor 1	305354	2.26
Pdpn	Podoplanin	54320	2.18
Eif2ak2	Eukaryotic translation initiation factor 2-alpha kinase 2	54287	2.17
Stat1	Signal transducer and activator of transcription 1	25124	2.17
LOC102553917	Putative zinc finger protein 724-like	102553917	2.16
Ifi27l2b	Interferon, alpha-inducible protein 27 like 2B	299269	2.16
RT1-Ba	RT1 class II, locus Ba	309621	2.14
F10	Coagulation factor X	29243	2.14
ND3	NADH dehydrogenase subunit 3	26199	2.12
LOC100911190	Probable ATP-dependent RNA helicase DDX60-like	100911190	2.11
Oas1b	2-5 oligoadenylate synthetase 1B	246268	2.09
C3	Complement C3	24232	2.07
LOC679827	Similar to Ran-specific GTPase-activating protein	679827	2.06
Mir146a	microRNA 146a	100314241	2.06
Cxcl17	C-X-C motif chemokine ligand 17	308436	2.05
Mx2	MX dynamin like GTPase 2	286918	2.02

The 25 most upregulated genes in ipsilateral SVZ microglia after HI compared to sham SVZ microglia at P20 (FDR < 0.05)

### SVZ microglia do not polarize to a M1/M2 state after HI but enrich pathways of neurodegenerative diseases

We examined whether after HI, SVZ microglia express markers associated with the M1 or M2 polarization state. 

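Of 17 measured M1 genes, none passed limma in the SVZ at P10 (1 at an unadjusted p under 0.05), and at P20 none rose and the cytokine inhibitor gene Socs3 fell by 0.31. Of 17 M2 genes 1, the mannose receptor gene Mrc1, rose at P10 (1 adjusted over the list alone), and at P20 the chemokine gene Ccl17 (−0.32) and the arginase gene Arg1 (−0.19) fell, 1 of them adjusted over the list alone. Of 15 genes raised by LPS in the published profile, 2 were higher at P10, and at P20 6 were higher and 1 lower. When D-2 and D-3 were left out, after the data were seen, 2 were higher and 2 lower at P20. Of 14 genes raised by IL-4, none passed limma at P10 (0 at an unadjusted p under 0.05), and at P20 1 was higher and 1 lower. The M2 list holds genes that the paper names and is not independent evidence.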

An analysis based on mined microarray data [26] did not support a clear distinction at any given time point (Fig. 5d). We then performed a KEGG pathway analysis of differentially expressed genes of HI and sham SVZ microglia (Fig. 5e). This analysis revealed in HI SVZ microglia an enrichment of pathways associated with neurodegenerative diseases, including oxidative phosphorylation, ribosome, Alzheimer’s (AD), Parkinson’s, and Huntington’s disease. 

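The ATP synthase gene Atp5f1a rose in the SVZ at P10 by log2 0.70 (SE 0.10, adjusted p = 8.79e-06) and the complex I gene Ndufb6 by 0.74 (SE 0.14, adjusted p = 0.000389). Of 89 oxidative phosphorylation genes, 57 rose at P10 (72 adjusted over the list alone, Fisher's adjusted p = 2.50e-40, and adjusted p = 0.147 with an estimated correlation). At P20, 51 rose, among them Cox7b (0.73, SE 0.14, adjusted p = 0.000906), and 1 fell (54 higher adjusted over the list alone, Fisher's adjusted p = 1.08e-25, and adjusted p = 0.295 with an estimated correlation). With the receptor signal as a covariate, chosen after the data were seen, 16 rose at P20, while the median log2 fold of the list went from 0.27 to 0.22. Of 166 cytosolic ribosome genes 47 rose at P10, among them Rps29 (0.62, SE 0.13, adjusted p = 0.00138), and 81 adjusted over the list alone (Fisher's adjusted p = 7.90e-15, and adjusted p = 0.203 with an estimated correlation). At P20 121 rose, among them Rpl22 (0.80, SE 0.11, adjusted p = 0.000109), and 4 fell (127 higher adjusted over the list alone, Fisher's adjusted p = 6.59e-79, and adjusted p = 0.295 with an estimated correlation). The Fisher calls of both lists were lost with an estimated correlation, and both were kept by camera with a preset correlation. The lists of the KEGG disease terms were not used here.

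Of 48 proteasome genes, 25 rose and 1 fell at P10 (31 higher adjusted over the list alone, Fisher's adjusted p = 5.02e-15, and adjusted p = 0.200 with an estimated correlation), among them the immunoproteasome gene Psmb8 (0.59). At P20, 35 rose and 1 fell (35 higher adjusted over the list alone, Fisher's adjusted p = 4.55e-23). Of 72 mitochondrial ribosome genes 32 rose at P10 (38 adjusted over the list alone, Fisher's adjusted p = 2.45e-16, and adjusted p = 0.147 with an estimated correlation) and 28 at P20 (29 adjusted over the list alone, Fisher's adjusted p = 2.61e-09). Both P20 calls were lost with an estimated correlation, as for the ribosome.

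In the contralateral CX at P20 the ribosome list moved as well: 102 of 166 genes were higher after HI and 4 lower (111 higher adjusted over the list alone, Fisher's adjusted p = 2.76e-50, and adjusted p = 0.527 with an estimated correlation). The difference between HI effects in SVZ and CX at P20 was called for none of 25163 genes by limma, and 318 had an unadjusted p under 0.05. This fit took the SVZ and CX arrays of 1 animal as independent, so it does not show that the effects were equal.

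**Figure D3:**
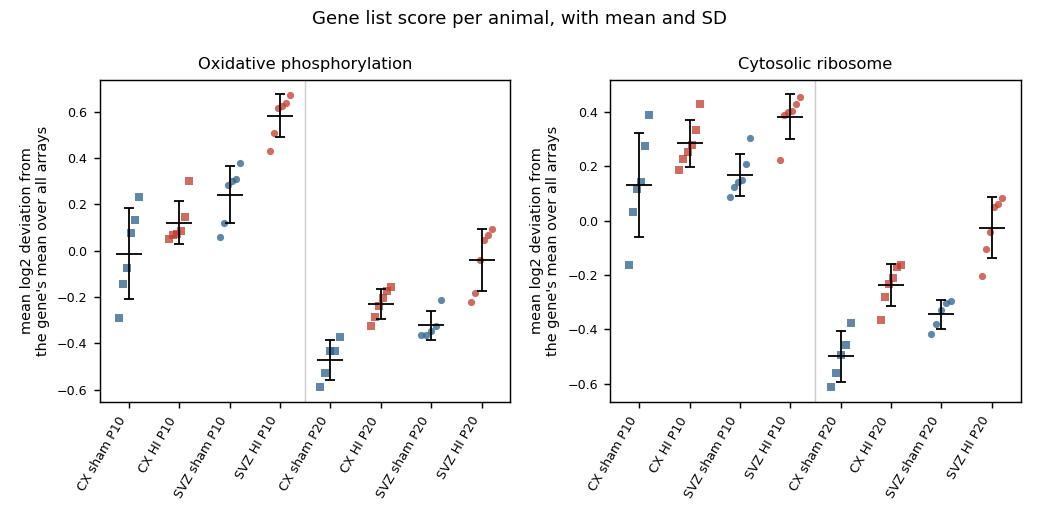
Scores of oxidative phosphorylation and cytosolic ribosome genes in each of the 8 groups, as the mean log2 deviation from each gene's mean over all arrays; each point is 1 animal, bars are mean and SD. In the SVZ the ribosome score was 0.168 ± 0.0763 (sham) and 0.383 ± 0.0812 (HI) at P10, and −0.344 ± 0.0524 and −0.0263 ± 0.113 at P20.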

Interestingly, these pathways were also enriched in microglial transcriptome studies in murine models for AD [32] and amyotrophic lateral sclerosis (ALS) [33]. A comparative analysis had previously identified a consensus microglial transcriptional profile among different models of neurodegenerative diseases that was distinct from a LPS-stimulated inflammatory microglial response [32]. 

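In HI animals at P10, Gpnmb was higher in SVZ than in CX by log2 3.35 (SE 0.28, adjusted p = 1.64e-12), Igf1 by 2.59 (SE 0.13, adjusted p = 1.15e-19) and the lysosomal transporter gene Mfsd1 by 1.65 (SE 0.15, adjusted p = 1.46e-11). Clec7a (1.96), Anxa5 (1.38, SE 0.15, adjusted p = 3.10e-09) and Anxa2 (0.83, SE 0.24, adjusted p = 0.0134) were higher too. Anxa2 lost this call with HI animals of letter C or of letter E alone, and without SVZ array C-1. C3 (0.58, adjusted p = 0.128, and 0.00572 with a paired fit), Rsad2 (0.20, adjusted p = 0.855) and Eif2ak2 (−0.10, adjusted p = 0.877) did not pass the test. So 6 of the 9 measured genes of the named profile were higher in HI animals at P10, and 5 in sham animals at that age.

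At P20, 4 of the 9 were higher in HI animals: Clec7a (2.46, SE 0.31, adjusted p = 7.62e-07), Rsad2 (1.60, SE 0.37, adjusted p = 0.00451), C3 (1.50, SE 0.25) and Gpnmb (1.14, SE 0.28, adjusted p = 0.00720). At P20 in sham animals 1 of the 9 was higher. At P10 the HI effect differed between SVZ and CX for Mfsd1 (interaction 1.11), and it was 0.73 (SE 0.18, adjusted p = 0.0682) for Igf1 and 1.00 (adjusted p = 0.234) for Anxa2.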

Multiple genes of this consensus profile, including Anxa2, Anxa5, Gpnmb, Mfsd1, Igf-1, Clec7, Rsad2, Eif2ak2, Stat1, and C3, were upregulated in SVZ microglia compared to CX microglia with emphasis on HI microglia at P10 (Additional file 1: Figure S7).

### Microglial depletion reduces neurosphere formation

Neurospheres derived from the neonatal SVZ after HI grow in higher numbers than those from sham SVZ, reflecting the HI-induced neurogenesis [28]. By conditional depletion, we explored if microglia affect this HI-induced neurosphere formation. We focused on the P10 time point where the HI-mediated effects on SVZ microglia were most striking.

The SVZ from P10 HI or sham animals were microdissected and pooled in three tissue groups (Fig. 6 A1): (i) ipsilateral HI, (ii) contralateral HI, and (iii) sham. Cell cultures from each tissue group were subjected to three different conditions (Fig. 6A2): (a) control (no microglial depletion), (b) IgG (addition of a non-specific saporin-conjugated antibody), or (c) anti-CD11b (addition of a CD11b-specific saporin-conjugated antibody). After 6 DIC, neurospheres were formed and expressed nestin and DCX (Fig. 6B). At this stage, CD11b+ CD45+ microglia from all tissue groups were highly depleted in the anti-CD11b culture condition (mean 98% reduction) when measured with a flow cytometer (Additional file 1: Table S2). Immunocytochemical stainings confirmed these results with microglia abundantly attached as single cells or part of neurospheres in the control and IgG conditions, and only few microglia detectable within the neurospheres in the anti-CD11b condition (Fig. 6C). Thus, microglia were an abundant part of the neurosphere culture and were effectively depleted by the anti-CD11b antibody condition.

**Fig. 6:**
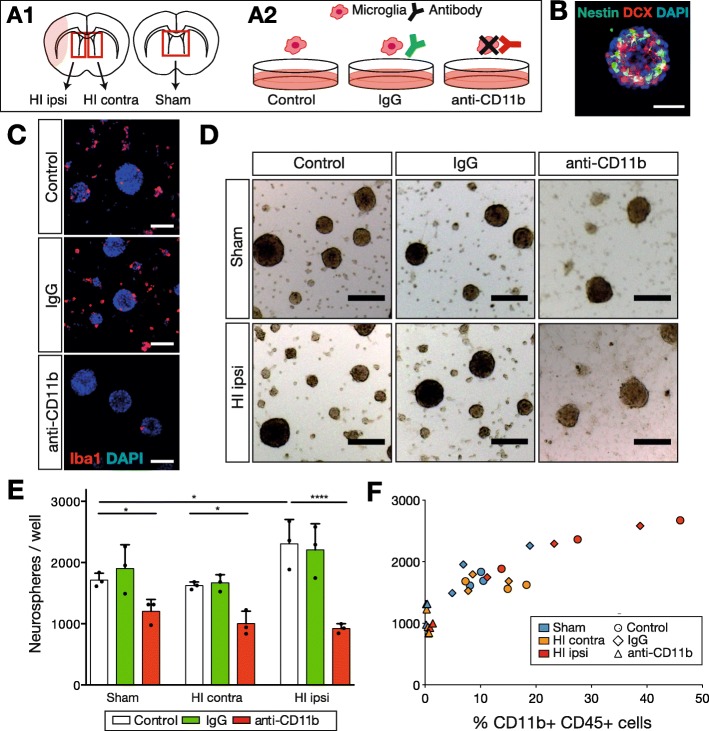
Microglia depletion reduced neurosphere growth in vitro. **A1**, **A2** Experimental design for a neurosphere assay with conditional depletion of microglia. **A1** Tissue origin: ipsi- or contralateral tissue blocks including the SVZ were separately isolated from P10 HI animals (HI ipsi, HI contra), or pooled from P10 sham animals (sham). **A2** Depletion method: dissociated tissue blocks were exposed to three conditions, with either no antibody (control), addition of nonspecific toxic antibodies (IgG), or CD11b+ specific toxic antibodies (anti-CD11b). **B** Representative image of a Nestin+ DCX+ neurosphere after 6 DIC. **C** Representative images of Iba1+ microglia in HI ipsi cell cultures after 6 DIC. The anti-CD11b condition strikingly reduced Iba1+ cells. **D** Representative images from sham and HI ipsi cell cultures after 6 DIC. Less neurospheres were present in the anti-CD11b conditions. **E** Number of neurospheres after 6 DIC. In the control and IgG conditions, HI ipsi-derived tissue cultures produced more neurospheres than sham-derived, reflecting HI-induced proliferation and indicating no interference of unspecific toxic antibodies with cell growth. In contrast, anti-CD11b antibodies significantly decreased neurosphere numbers independent of tissue origin. **F** Data from **E** in comparison to microglial percentage at DIC6, showing a positive correlation between microglial proportions and neurospheres (*r* = 0.87, 95% CI 0.68–0.93). Individual data shown as dots; bars as mean with SD (error bar). One-way ANOVA with Holm-Sidak post hoc test, *p < 0.05, ****p < 0.0001 (Additional file 1: Table S3). Scale bar for **B** 50 μm, **C** 100 μm, **D** 200 μm

Next, we quantified the number of neurospheres (Fig. 6D, E). In the control condition, neurosphere numbers were increased in ipsilateral HI compared to sham tissue cultures (ipsilateral HI, 2308 ± 363 vs. sham, 1714 ± 193 neurospheres/well, *p* < 0.027). The IgG condition resulted in similar numbers as the control culture condition among all tissue groups, indicating that the non-specific saporin-conjugated antibody did not impair neurosphere formation. Strikingly, treatment with the anti-CD11b antibody led to a significant decrease in neurosphere numbers in all tissue groups, when compared to control culture conditions (*p* < 0.027). Furthermore, we noted a positive correlation between CD11b+ CD45+ microglial cell fractions and neurosphere numbers (Spearman coefficient *r* = 0.87, 95% CI 0.68–0.93, *p* < 0.0001, *n* = 27) among all experiments (Fig. 6F).

In summary, these findings indicated that CD11b+ CD45+ SVZ microglia supported neurosphere generation in vitro in a concentration-dependent manner. Cultures with ipsilateral SVZ microglia resulted in the highest number of neurospheres while microglia depletion significantly reduced them.

## Discussion

Microglia in the SVZ are increasingly recognized as modulators of neurogenesis [9] and undergo crucial developmental stages in the early postnatal rodent brain [16–20, 22]. In this study, we characterized the phenotype of microglia in the SVZ and adjacent brain regions during early development in rats and investigated the impact of a neonatal HI injury. As HI injury severity bears a considerable variability, only animals with mild to moderate injury were included in our analysis. This allowed to describe a relatively homogeneous experimental cohort. While exact calculation of HI injury size was available for the histological experiments, severity grading for the transcriptomic and cell culture experiments were based on microscopical assessment during dissection, thus reflecting a limitation for a direct comparison of HI injury severity among the different experiments. Our results point to a SVZ-specific response of microglia with a complex gene expression pattern revealing both immunomodulatory and potential neurotrophic effects on neurogenesis.

### Sustained early accumulation and prolonged activation of SVZ microglia after HI

In comparison with adjacent brain regions, early postnatal SVZ microglia showed a region-specific early accumulation and prolonged activation after HI. Furthermore, a corresponding accumulation of proliferating NPCs within the SVZ could not be observed, suggesting that the microglial features are cell type-specific. Similar findings had been previously reported in the adult rat after 2 h of middle cerebral artery occlusion (MCAO) [10], although with major differences. In particular, the SVZ microglial response lasted over 16 weeks in the adult rat and was limited to the ipsilateral SVZ. In comparison, the response in the neonate evolved mainly within 4 weeks and included the contralateral SVZ that was evoked by the combination of hypoxia and ipsilateral ischemic injury, but not by hypoxia alone. An increased neurogenesis in contralateral SVZ has been noted previously after neonatal HI [6, 7]. Several potential factors may account for these differences including the injury model, sex distribution, rat strains, and the cell counting method, which in our study considered changes in SVZ size. Despite these and probably more factors, we propose that a major factor between the two studies is the developmental stage of the SVZ microglia which leads to a different time course of accumulation and activation of early postnatal and adult microglia. Notably, a study with 30 min MCAO was not able to reproduce the aforementioned findings in the adult rat [34]. This suggests that stroke severity affects the adult SVZ microglial response. In our study, we found no correlation between the mild to moderate HI injury size and the SVZ microglial density and activation status (data not shown).

### Increased SVZ microglial proliferation and phagocytosis after HI

BrdU-labeling indicated an early endogenous SVZ microglial proliferation that is potentiated by HI injury. Whether this additional proliferation was solely responsible for the sustained early accumulation observed after HI or to which extent migrating myeloid cells contributed cannot be fully answered in this study. The gene expression analysis of CD11b+ SVZ cells showed high expression of signature microglial genes, thereby pointing out that the vast majority of these cells were of microglial origin.

In sham animals, the proportion of amoeboid microglia in the SVZ decreased continuously with age. HI injury temporarily increased this proportion in both the ipsilateral and contralateral SVZ before returning to levels similar to those in sham animals.

To our knowledge, microglial phagocytosis has not been quantified in the early postnatal SVZ. Microglial phagocytosis is fundamental for CNS development and maintenance, immune defense, and tissue repair. In mature ramified microglia, ball-and-chain-shaped phagocytic buds that engulf apoptotic cells from the proximity have been described [12, 29, 30, 35]. It is possible that ball-and-chain buds in ramified early postnatal microglia are also of the same phagocytic nature, although in contrast to the adult, they were not systematically demonstrating engulfement of cells that expressed markers for apoptosis or typical antigens for other SVZ cells. During physiological development, the proportion of ball-and-chain buds dramatically declined between P10 and P40, while it increased during the same period in HI-exposed animals. Of note, ball-and-chain phagocytic terminal branches are best recognized in ramified microglia which are less present at earlier time points. Therefore, this analysis most likely underestimates the overall phagocytic activity at earlier time points, especially after HI, since non-ramified microglia are highly phagocytic [22]. It is speculated that the increased proportion of ball-and-chain buds after HI impacts the neurogenic niche, especially since a marked proportion of engulfed cells had recently proliferated. Even though the phagocytic nature of these microglial ball-and-chain protrusions is not fully ascertained, their increased proportion at P40 underlines the long-term effects of HI on SVZ microglia.

### Gene expression analysis indicates spatially and temporarily distinct patterns in SVZ microglia

We performed a microarray transcriptome analysis of CD11b+ microglia isolated from SVZ and cortex of individual sham and HI animals. Our results indicated a high purity of CD11b+ cells expressing microglial signature genes. In this analysis, neuroectodermal genes, and among them most prominently DCX, were also expressed by microglia, as previously reported [17, 36, 37]. 

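Dcx had a mean log2 value of 7.25 ± 1.15 in sham SVZ at P10 and 4.94 ± 0.19 in sham CX, and 5.72 ± 0.66 and 4.83 ± 0.13 at P20. After HI the SVZ means were 6.63 ± 0.51 at P10 and 6.54 ± 0.88 at P20. The HI effect on Dcx in the SVZ was −0.63 (SE 0.33, adjusted p = 0.266) at P10 and 0.82 (SE 0.34, adjusted p = 0.0528) at P20, with an interaction of 1.45 (adjusted p = 0.0662). The transcription factor Dlx2 fell by 0.92 at P10. Of 22 neuroblast genes 5 fell at P10 (6 adjusted over the list alone, Fisher's adjusted p = 0.00147, and adjusted p = 0.267 with an estimated correlation) and 5 at P20, where the list was not enriched. Stem cell, ependymal and migration genes were lower at P10 too, 3 of 17, 3 of 13 and 9 of 32 (6, 10 and 15 adjusted over the list alone, Fisher's adjusted p = 0.0393, 0.0207 and 9.47e-07, and adjusted p = 0.345, 0.254 and 0.147 with an estimated correlation). Sham SVZ array A-3, of RIN 8.4, had a neuroblast score of 1.34 and the linear Dcx value of 600.1, against scores of 0.0151 to 0.560 in the 5 other sham arrays. Without A-3, E-2, E-3 or A-2, 1 of the 22 fell at P10 and the list call was lost. Over the arrays of the SVZ, neuroblast genes correlated with a mean of 0.405 after the group means were removed, and random lists of equal size had a median of 0.0775.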

Whether this reflects a true microglial gene expression or the uptake of mRNA from neighboring cells remains to be established [37].

The microglial transcriptome showed significant differences between anatomical regions. Among the most upregulated genes in the SVZ were those recently described in pooled whole-brain transcriptome studies of early postnatal murine microglia [17, 19, 20]. Our data from individual rats add to these findings by identifying the SVZ microglia as a specific source for these gene patterns. However, the microarray data could not identify a CD11c+ subpopulation in the rat SVZ as previously reported in mice [17].

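Itgax, which encodes CD11c, had mean log2 values of 5.36 ± 0.28 in sham and 5.34 ± 0.14 in HI SVZ at P10 (difference −0.02, SE 0.19, adjusted p = 0.983). At P20 the means were 5.62 ± 0.18 and 5.91 ± 0.84 (0.29, SE 0.20, adjusted p = 0.223). Bulk RNA gives 1 value per animal, so the share of cells that carry Itgax was not measured.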

The gene enrichment analysis resulted in a clear difference between sham and HI SVZ microglia. Interestingly, categories concerning CNS development were present in sham animals at P10, and again, in HI animals at P20, suggesting common functional properties.

After HI, SVZ microglia upregulated both pro- and anti-inflammatory genes until P20. Importantly, microglial markers of acute inflammation such as IL-1β, IL-6, TNF-ɑ, and IFN- γ[38–40] were not differentially expressed (data not shown), underscoring that the SVZ microglial response was different to that seen in microglia nearby ischemic tissue. 

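The interleukin gene Il1b differed between HI and sham SVZ by log2 0.14 (SE 0.20, adjusted p = 0.833) at P10 and by 0.08 (adjusted p = 0.777) at P20. The values were 0.23 (SE 0.33, adjusted p = 0.823) and 0.77 (SE 0.35, adjusted p = 0.0716) for Il6, and −0.28 (SE 0.18, adjusted p = 0.404) and −0.27 (SE 0.19, adjusted p = 0.234) for Tnf. Ifng had 0.04 (SE 0.09, adjusted p = 0.897) at P10 and fell by 0.22 (SE 0.09, adjusted p = 0.0471) at P20, in all 6 HI animals. The call for Ifng was lost under 14 of 24 alternatives, and Il6 was called under 4. Of 10 acute inflammatory cytokine genes none passed limma at P10 (0 at an unadjusted p under 0.05), and at P20 Ifng alone was lower, with none adjusted over the list alone. In the contralateral CX at P20, Il6 rose by 0.91 (SE 0.35, adjusted p = 0.0332).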

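Igf1 had a mean log2 value of 8.56 ± 0.27 in sham and 9.56 ± 0.27 in HI SVZ at P10, a fold of 1.99 with all 6 HI animals above the sham mean. The CX means were 6.70 ± 0.35 and 6.97 ± 0.19 (difference 0.27, adjusted p = 0.265). Gpnmb had 9.67 ± 0.33 and 10.73 ± 0.21 in the SVZ, a fold of 2.09, and a difference of 0.61 (adjusted p = 0.232) in the CX. The HI effects in SVZ and CX at P10 differed by 0.45 (adjusted p = 0.689) for Gpnmb, which did not pass the test. Lpl had 6.66 ± 0.52 and 7.97 ± 0.50 in the SVZ, and its HI effect was higher there than in the CX by 1.11.

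**Figure D4:**
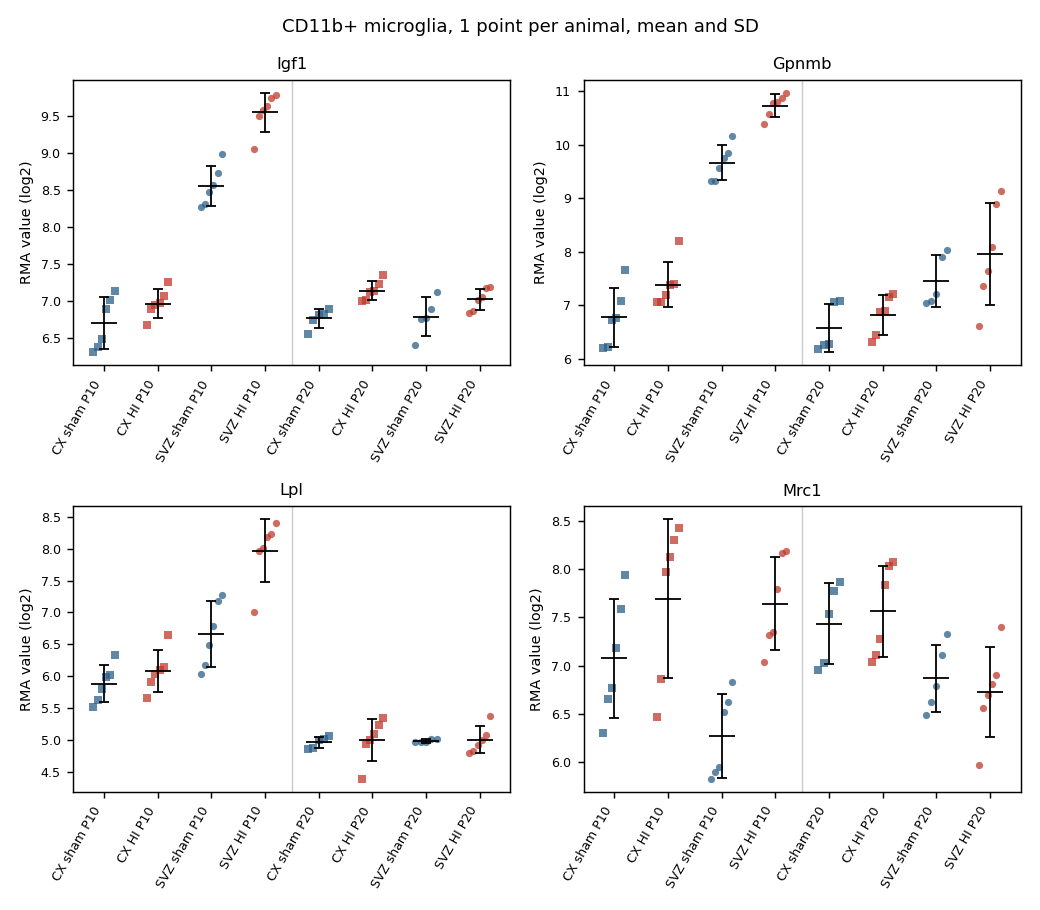
RMA value (log2) of Igf1, Gpnmb, Lpl and Mrc1 in each of the 8 groups; each point is 1 animal, bars are mean and SD. All 4 genes were higher after HI in the SVZ at P10.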

Among the most upregulated genes in P10 SVZ microglia after HI were neurotrophic genes, such as IGF-1 and Gpnmb. Microglia-derived IGF-1 is essential for cortical neuronal survival [15], is neuroprotective after ischemic stroke [41], and is upregulated in the adult rat SVZ and striatal microglia after ischemic stroke [10, 34]. Gpnmb, also known as Osteoactivin, is predominantly expressed by microglia in the rodent brain [42, 43], especially in the early postnatal stage [17, 19]. The role of Gpnmb in rat microglia is not fully understood. In mice, it shows anti-inflammatory properties in macrophages [44] and neuroprotective effects in models of brain ischemia [45] and ALS [46]. In conclusion, these results point out to a spatially and temporally distinct gene expression pattern of SVZ microglia, which after HI is outlined by pro- and anti-inflammatory as well as neurotrophic genes.

### SVZ microglia display pathways associated with neurodegenerative diseases after HI

The M1 and M2 polarization state of microglia has recently been questioned by several in vivo microglial transcriptome studies [32, 33, 42, 47, 48]. Even though some characteristic polarization markers, such as CD206 or Stat1, were found among the most upregulated genes in HI-exposed SVZ microglia, the analysis did not indicate a clear trend to adopt a polarization state after neonatal HI.

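Mrc1 had mean log2 values of 6.27 ± 0.43 in sham and 7.64 ± 0.48 in HI SVZ at P10, and 6.87 and 6.72 at P20 (difference −0.14, adjusted p = 0.715). Its HI effect was lower at P20 than at P10 (interaction −1.51, adjusted p = 0.0382). The difference between HI effects in SVZ and CX at P10 was 0.75 (adjusted p = 0.488) and did not pass the test. Border macrophage genes, which include Mrc1, rose in 3 of 12 in the SVZ at P10 (3 adjusted over the list alone, Fisher's adjusted p = 0.198), and 3 fell at P20.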

The KEGG pathway enrichment analysis in SVZ microglia after HI pointed to pathways associated with neurodegenerative diseases. Interestingly, similar findings were reported in several microglia studies in mouse models for ALS, AD, accelerated, and physiological aging that were distinct from a microglial response to LPS exposure [32, 33, 49]. From these studies, a microglial consensus gene set, including Igf-1 and Gpnmb, was identified [32]. When applied to our study, this consensus gene set was mostly expressed in SVZ microglia at P10 with emphasis on HI-treated animals. This result was unexpected, and despite several methodological differences, it can be speculated that it may partially reflect a microglial state shared by radically distinct CNS pathologies [48, 50].

### SVZ microglia support neurosphere generation in vitro

HI-induced proliferation of NSC and NPC can be recapitulated in an in vitro neurosphere assay. By specific depletion, we assessed the effect of SVZ microglia on neurosphere formation. In line with previous reports [28], cultures from ipsilateral HI SVZ display higher numbers of neurospheres than those from sham SVZ. Strikingly, this was completely abolished when microglia were depleted. Microglial percentage and neurosphere numbers in culture positively correlated among all experimental conditions, suggesting that microglia support neurosphere formation in a concentration-dependent manner.

These results are in line with previous in vitro studies demonstrating trophic effects of microglia. Conditioned medium from mixed cell cultures containing microglia from young and ischemic rodent brain tissue promoted NPC proliferation [51, 52]. In co-culture systems, microglia had inhibitory effects on NPC differentiation and attenuated negative effects of LPS or IFN-γ on murine neurosphere formation [53, 54]. Also, secreted compounds stimulated neurosphere proliferation like IL-6, most likely derived from microglia [55], and IGF-1 [56], which we found to be specifically and highly expressed by SVZ microglia after HI. SVZ-derived NPCs establish functional gap junctions with microglia [57]. In our in vitro experiments, microglia were an integral part of neurospheres. Hence, it is possible that microglia modulate NPC not only via secreted factors but also through direct cell-cell interaction. Furthermore, the interaction between microglia and NPC is reciprocal with NPC enhancing microglial proliferation [53, 58], which is underlined by our results, where microglial proportions positively correlated with neurosphere numbers with the highest values in cultures from the ipsilateral HI SVZ. Future studies are warranted to identify the SVZ microglial mediators which enhance neurosphere formation after HI.

## Conclusions

This report provides an in-depth characterization of the microglial phenotype in the rat SVZ after neonatal HI. In summary, microglia in the early postnatal SVZ are a distinct microglial sub-type in terms of morphology and gene expression profile. HI injury has lasting effects on their developmental course, as shown by their cellular accumulation, prolonged activation, and sustained phagocytosis, which do not occur in adjacent brain regions. After HI, SVZ microglia upregulate a heterogeneous pattern of genes related to pro- and anti-inflammatory as well as neurotrophic effects. This transcriptomic profile does not strictly reflect a M1 or M2 polarized state, but coincides to some extent with recently described microglial gene expression patterns found in several models of neurodegenerative diseases. Early postnatal microglia correlate with neurosphere generation in vitro in a concentration-dependent manner, suggesting a potentially reciprocal trophic effect.

HIE still bears a high risk for life-long sequelae for the affected patients. Thus, there is a need for therapies aiming at enhancing endogenous repair mechanisms. To evaluate such new therapeutic approaches, a better understanding of the cellular players in the pathomechanisms is necessary. Concurrent beneficial and detrimental effects mediated through microglia after CNS damage underscore the versatility, and thus the difficulty for their characterization. This study provides new insight into the specific response of early postnatal SVZ microglia upon HI injury. Our findings suggest that SVZ microglia might play a beneficial role for neurogenesis which merits further research. Overall, this study highlights the significance of the microenvironment and of the developmental stage on the microglial phenotype.

## Supplementary information

**Additional file 1: Table S1.** Total numbers of animals, numbers of included animals with sex distribution and excluded animals with reason for exclusion for each experiment.** Table S2.** Percentages of CD11b+ CD45+ microglia per tissue group and condition for each experiment. **Table S3.** List of all statistical comparisons in the main figures. **Figure S1.** Right and left hemispheres in sham animals are not different. **Figure S2.** Density of PCNA+ and PAX6+ cells in the dorsolateral SVZ. **Figure S3.** Hypoxia alone is insufficient to elicit HI-specific microglial changes. **Figure S4.** SVZ microglial phagocytosis of Ki67+ SVZ cells. **Figure S5.** Magnetic bead sorting resulted in a high purity of CD11b+ CD45+ microglia. **Figure S6.** Microarray validation with qPCR for Igf-1. **Figure S7.** The gene expression profile of cortex and SVZ microglia after neonatal HI shared similarities with that of microglia from rodent models of neurodegenerative diseases.

## Data Availability

The microarray datasets generated and analyzed during the current study are available in the GEO gene expression omnibus repository (GSE97299). The other datasets used and analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

AD: Alzheimer’s disease
ALS: Amyotrophic lateral sclerosis
BRDU: Bromodeoxyuridine
CC: Corpus callosum
CC3: Cleaved caspase 3
CNS: Central nervous system
CX: Cortex
DCX: Doublecortin
DIC: Day in culture
FC: Fold change
FDR: False detection rate
GO: Gene ontology
HBSS: Hank’s balanced salt solution
HI: Hypoxia-ischemia
HIE: Hypoxic-ischemic encephalopathy
Iba1: Ionized calcium-binding adapter molecule 1
KEGG: Kyoto Encyclopedia of Genes and Genomes
LPS: Lipopolysaccharide
MCAO: Middle cerebral artery stroke
NPC: Neural progenitor cell
NSC: Neural stem cell
P: Postnatal day
PAX6: Paired box 6 protein
PB: Phosphate buffer
PCNA: Proliferating nuclear cell antigen
PFA: Paraformaldehyde
PSA-NCAM: Polysialylated-neural cell adhesion molecule
qPCR: Quantitative real-time polymerase chain reaction
RT: Room temperature
SD: Standard deviation
SOX2: Sex-determining region Y-box 2
SVZ: Subventricular zone
TBS: Tris-buffered saline

# Supplementary material for: Neonatal hypoxia-ischemia in rat elicits a region-specific neurotrophic response in SVZ microglia
**Source:** J Neuroinflammation. 2020 Jan 18;17:26. doi: 10.1186/s12974-020-1706-y
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Total numbers of animals, numbers of included animals with sex distribution and excluded animals with reason for exclusion for each experiment. Table S2. Percentages of CD11b+ CD45+ microglia per tissue group and condition for each experiment. Table S3. List of all statistical comparisons in the main figures. Figure S1. Right and left hemispheres in sham animals are not different. Figure S2. Density of PCNA+ and PAX6+ cells in the dorsolateral SVZ. Figure S3. Hypoxia alone is insufficient to elicit HI-specific microglial changes. Figure S4. SVZ microglial phagocytosis of Ki67+ SVZ cells. Figure S5. Magnetic bead sorting resulted in a high purity of CD11b+ CD45+ microglia. Figure S6. Microarray validation with qPCR for Igf-1. Figure S7. The gene expression profile of cortex and SVZ microglia after neonatal HI shared similarities with that of microglia from rodent models of neurodegenerative diseases.

Supplementum:

Neonatal Hypoxia-Ischemia in rat elicits a region-specific neurotrophic response in SVZ Microglia

Urs Fisch^{1,2*}, Catherine Brégère², Florian Geier^{3,4}, Laurie Chicha², Raphael Guzman^{2,5,6}

2. Brain ischemia and regeneration, Department of Biomedicine, University Hospital Basel, University Basel, Basel, Switzerland

Index:

A) Tables

Page 2:

Supplemental table 1: Total numbers of animals, numbers of included animals with sex distribution and excluded animals with reason for exclusion for each experiment.

Supplemental table 2: Percentages of CD11b+ CD45+ microglia per tissue group and condition for each experiment.

Page 3:

Supplemental table 3: List of all statistical analysis in the main figures.

B) Figures

Page 3:

Supplemental figure 1: Right and left hemispheres in sham animals are not different.

Page 4:

Supplemental figure 2: Density of PCNA+ and PAX6+ cells in the dorsolateral SVZ.

Supplemental Figure 3: Hypoxia alone is insufficient to elicit HI-specific microglial changes.

Supplemental Figure 4: SVZ microglial phagocytosis of Ki67+ SVZ cells.

Page 5:

Supplemental Figure 5: Magnetic bead sorting resulted in a high purity of CD11b+ CD45+ microglia.

Supplemental Figure 6: Microarray validation with qPCR for Igf-1.

Supplemental Figure 7: The gene expression profile of cortex and SVZ microglia after neonatal HI shared similarities with that of microglia from rodent models of neurodegenerative diseases.

A) Tables:

Experiment	Age	Surgical group	Total number of animals	Included animals (female:male)	Excluded animals (reason)
Histology	P10	HI	7	5 (3:2)	2 (HI injury severity)
Histology	P10	Sham	5	5 (2:3)	0
Histology	P20	HI	7	5 (3:2)	2 (HI injury severity)
Histology	P20	Sham	5	5 (3:2)	0
Histology	P40	HI	8	5 (3:2)	3 (HI injury severity)
Histology	P40	Sham	5	5 (3:2)	0
Histology	P10	Hypoxia only	3	3 (2:1)	0
Microarray	P10	HI	24	6 (2:4)	18 (12 HI injury severity, 6 insufficient RNA extraction)
Microarray	P10	Sham	11	6 (2:4)	5 (insufficient RNA extraction)
Microarray	P20	HI	20	6 (3:3)	14 (11 HI injury severity, 3 insufficient RNA extraction)
Microarray	P20	Sham	7	6* (4:2)	1 (insufficient RNA extraction)
qPCR	P10	HI	2	2 (1:1)	0
qPCR	P10	Sham	2	2 (1:1)	0
qPCR	P20	HI	2	2 (1:1)	0
qPCR	P20	Sham	2	2 (1:1)	0
Cell culture	P10	HI	22	18 (10:8)	4 (HI injury severity)
Cell culture	P10	Sham	9	9 (5:4)	0

Supplemental table 1: Total numbers of animals, numbers of included animals with sex distribution and excluded animals with reason for exclusion for each experiment. *During microarray normalization steps, one animal was identified as an outlier and removed from further analysis (see main text).

		Day 0 at seeding			Day in culture 6			Relative reduction of CD11b+ CD45+ cells from seeding to Day in culture 6			
		CD11b+ CD45+ cells (%)			CD11b+ CD45+ cells (%)			CD11b+ CD45+ cells (%)			
Tissue group	Condition	Experiment 1	Experiment 2	Experiment 3	Experiment 1	Experiment 2	Experiment 3	Experiment 1	Experiment 2	Experiment 3	Average
Sham	Control	29.0	13.7	25.0	10.5	8.1	10.1	63.8	40.9	59.6	54.8
	IgG				18.9	4.9	6.9	34.8	64.2	72.4	57.2
	anti-CD11b				0.2	0.2	0.4	99.3	98.5	98.4	98.8
HI contra-lateral	Control	41.6	16.0	24.5	14.9	18.3	7.3	64.2	-14.4	70.2	40.0
	IgG				15.1	8.6	7.8	63.7	46.3	68.2	59.4
	anti-CD11b				0.5	0.3	0.6	98.8	98.1	97.6	98.2
HI ipsi-lateral	Control	42.6	31.6	34.9	46.0	27.5	13.8	-8.0	13.0	60.5	21.8
	IgG				38.8	23.3	11.2	8.9	26.3	67.9	34.4
	anti-CD11b				0.9	1.4	0.7	97.9	95.6	98.0	97.2

Supplemental table 2: Percentages of CD11b+ CD45+ microglia per tissue group and condition for each experiment. The relative reduction of CD11b+ CD45+ cells were similar between the control and IgG condition. However, the anti-CD11b condition efficiently depleted these cells. The relative reduction of CD11b+ CD45+ cells was calculated as the relative difference (%) between CD11b+ CD45+ cells % seeding and CD11b+ CD45+ cells % Day 6.

Analysis	Comparison of experimental groups	(adjusted) p-value
SVZ size (Fig. 1A)	P10 sham vs P10 HI ipsi	0.0034
	P10 HI ipsi vs P20 HI ipsi	0.0005
	P10 HI ipsi vs P40 HI ipsi	< 0.0001
Microglia density (Fig. 2C)	SVZ P10 sham vs SVZ P10 HI contra	0.0037
	SVZ P10 sham vs SVZ P10 HI ipsi	< 0.0001
	SVZ P20 sham vs SVZ P20 HI ipsi	0.0007
	SVZ P40 sham vs SVZ P40 HI ipsi	< 0.0001
	SVZ P40 HI contra vs SVZ P40 HI ipsi	0.002

	CC P10 sham midline vs CC P10 HI midline	< 0.0001
	CC P10 HI midline vs CC P40 HI midline	< 0.0001
Proportion of activated microglia (Fig. 2D)	SVZ P10 sham vs SVZ P10 HI contra	0.009
	SVZ P10 sham vs SVZ P10 HI ipsi	<0.0001
	SVZ P20 sham vs SVZ P20 HI ipsi	0.0058
	SVZ P40 sham vs SVZ P40 HI ipsi	0.0822
	SVZ P10 sham vs SVZ P20 sham	0.009
	SVZ P10 sham vs SVZ P40 sham	0.001
	SVZ P10 HI ipsi vs SVZ P20 HI ipsi	< 0.0001
	SVZ P10 HI ipsi vs SVZ P40 HI ipsi	< 0.0001
	CX P10 sham vs CX P10 HI ipsi	0.0028
	CX P10 HI ipsi vs CX P40 HI ipsi	0.0022
Microglial proliferation (Fig. 3)	CC P10 sham midline vs CC P10 HI midline	0.0014
	CC P10 HI midline vs CC P40 HI midline	< 0.0001
	SVZ P10 sham vs SVZ P10 HI contra	0.0015
	SVZ P10 sham vs SVZ P10 HI ipsi	0.0136
	P10 sham vs P10 HI contra	0.0009
	P10 sham vs P10 HI ipsi	0.001
	P10 HI vs P20 HI ipsi	0.0017
	P10 HI vs P40 HI ipsi	< 0.0001
	SVZ P10 sham vs SVZ P10 HI contra	0.0006
	SVZ P10 sham vs SVZ P10 HI ipsi	< 0.0001
Microglial ball-and-chain phagocytosis (Fig. 4D)	SVZ P40 sham vs SVZ P40 HI contra	0.0011
	SVZ P40 sham vs SVZ P40 HI ipsi	0.0083
	SVZ P10 sham vs SVZ P40 sham	0.0002
	SVZ P10 HI ipsi vs SVZ P40 HI ipsi	0.0026
	sham control vs sham anti-CD11b	0.0268
	HI contra control vs HI contra anti-CD11b	0.0267
	HI ipsi control vs HI ipsi anti-CD11b	< 0.0001
	sham control vs HI ipsi control	0.0267
Neurosphere culture with conditional microglial depletion (Fig. 6E)		

Supplemental table 3: List of all statistical analysis in the main figures. See main text for abbreviations and details.

B) Figures:

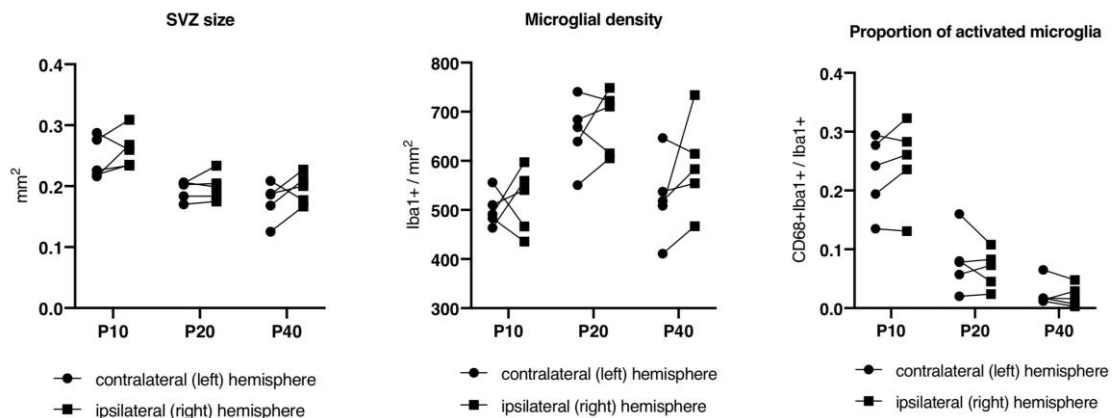

Supplemental figure 1: Right and left hemispheres in sham animals are not different. A paired comparison of the ipsilateral (right) and contralateral (left) hemisphere in individual animals after ipsilateral sham surgery indicated no differences between the two hemispheres (Paired two-tailed t-test for SVZ size P10 $p=0.30$, P20 $p=0.41$, P40 $p=0.21$; for microglial density P10 $p=0.65$, P20 $p=0.45$, P40 $p=0.20$; for proportion of activated microglia P10 $p=0.19$, P20 $p=0.40$, P40 $p=0.47$; $n=5$ animals per time point).

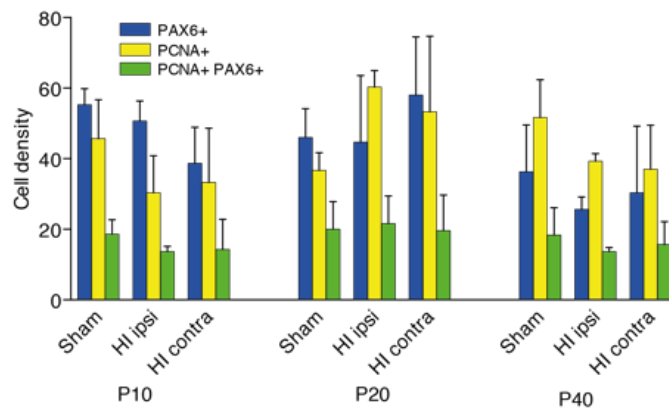

Supplemental figure 2: Density of PCNA+ and PAX6+ cells in the dorsolateral SVZ. Due to the vast cellular density and extensive neurogenesis in the early postnatal SVZ, NPC were identified by the nuclear marker PAX6 for a most accurate cell counting. The densities of PCNA+, PAX6+ or PCNA+ PAX6+ cells in the SVZ were not markedly different between HI and sham animals at any time point. Bars as mean with SD (error bars), n=3 animals for sham, n=3 animals for HI per time point.

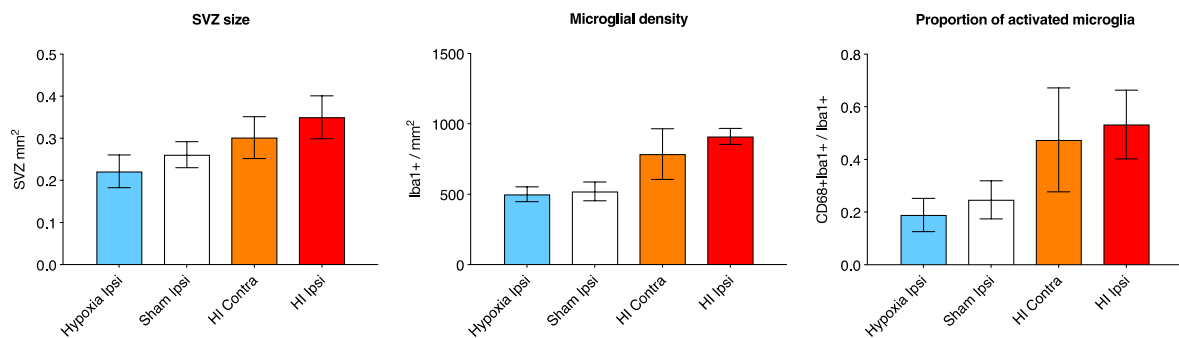

Supplemental figure 3: Hypoxia alone is insufficient to elicit HI-specific microglial changes.

P10 animals exposed to global hypoxia at P7 without occlusion of the common carotid artery did not show any difference in SVZ size, microglial density or proportion of activated microglia, compared to age-matched animals with sham or HI surgery at P7. This finding indicates that hypoxia alone is not sufficient to elicit microglial changes observed in both the ipsilateral and contralateral SVZ after HI. Mean with SD (error bars), n=3 animals for hypoxia, n=5 animals for sham, n=5 animals for HI.

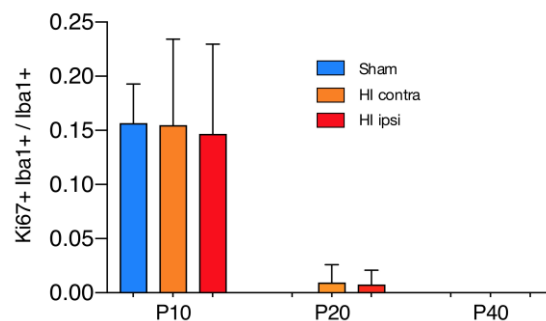

Supplemental Figure 4: SVZ microglial phagocytosis of Ki67+ SVZ cells. At P10, a considerable number of microglial ball-and-chain engulfed nuclei stained positive for Ki67 without any difference between HI or sham surgery. At P20, they were very rarely seen in the HI SVZ, and were absent at P40. Mean with SD (error bar), n=3 animals for sham, n=3 animals for HI per time point.

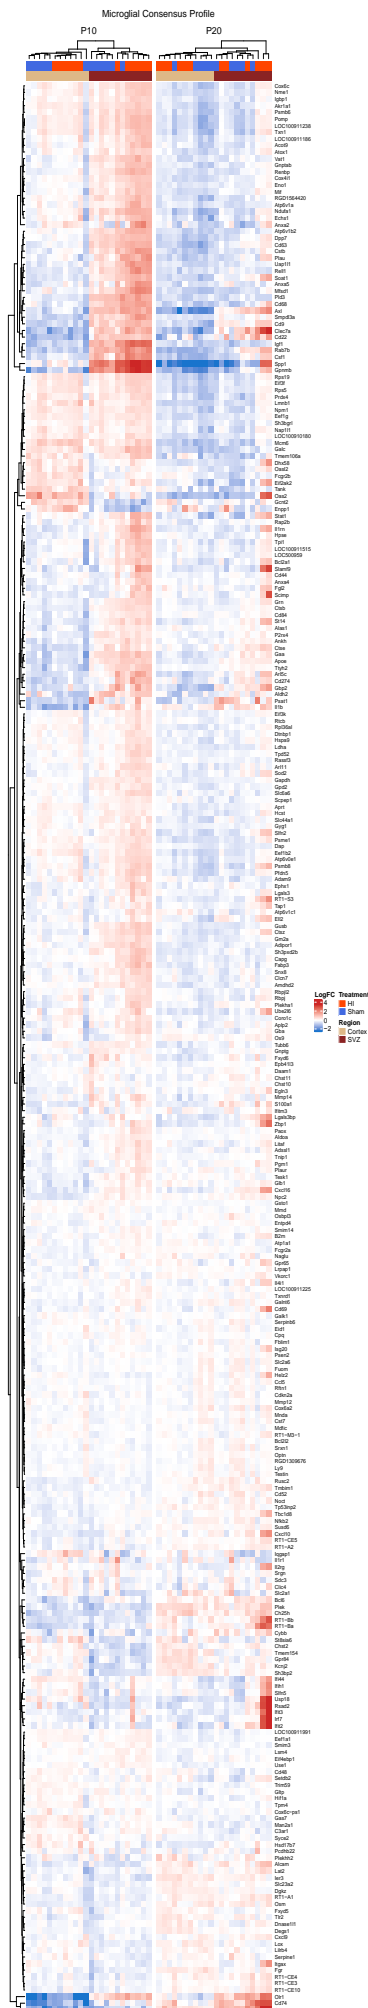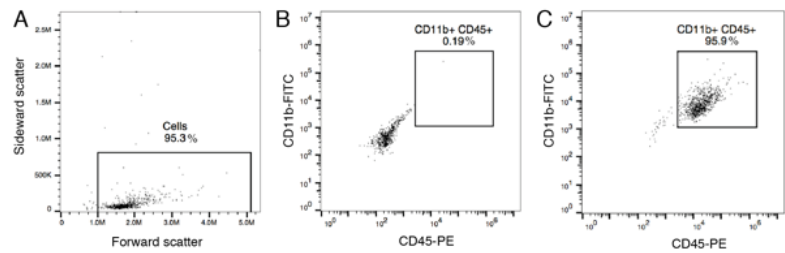

Supplemental Figure 5 (above): Magnetic bead sorting resulted in a high purity of CD11b+ CD45+ microglia. Cortical microglia isolated by CD11b+ magnetic bead sorting. (A) Gating strategy for cell identification. (B) Unstained isolated cortical cells. (C) After staining with the corresponding antibodies, isolated cortical cells were >95% CD11b+ CD45+.

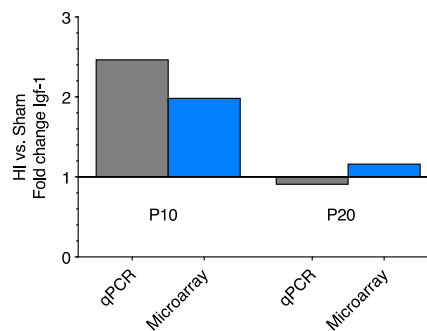

Supplemental Figure 6 (above): Microarray validation with qPCR for Igf-1. The microarray data (Table 2, 3) were validated by qPCR using SVZ samples from additional animals that were not previously used in the microarray analysis. Due to the very low concentration of sample RNA, validation was performed for Igf-1, which was significantly differentially expressed at P10, but not anymore at P20. The Igf-1 fold change measured by qPCR of additional samples were in line with the fold change by microarray analysis (n=2 animals for sham, n=2 for HI per time point).

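On the arrays, Igf1 had means of 6.79 ± 0.26 in sham and 7.02 ± 0.15 in HI SVZ at P20, a difference of 0.23 (SE 0.14) that did not pass limma (adjusted p = 0.163). The HI effect on Igf1 was lower at P20 than at P10 by log2 −0.76 (SE 0.19, adjusted p = 0.0253). Igf1 also rose in the contralateral CX at P20, by 0.38 (SE 0.14, adjusted p = 0.0249).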

Supplemental Figure 7 (left): The gene expression profile of cortex and SVZ microglia after neonatal HI shared similarities with that of microglia from rodent models of neurodegenerative diseases. Heat map for a consensus profile of microglial responses in the context of neurodegenerative diseases (from Holtman et al., 2015, see main text). A considerable number of consensus genes were upregulated in SVZ microglia at P10 with emphasis on HI treated animals.

How the deposited data were processed for this re-analysis (not part of the article)

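RNA of CD11b+ cells from the SVZ and the cortex (CX) of 23 rat pups was measured on 46 Affymetrix Rat Transcriptome Arrays 1, 1 array per region and animal. The groups were region, sham surgery or hypoxia-ischemia (HI), and age (P10 or P20), with 6 arrays each and 5 in the 2 sham groups at P20. Letters and numbers of the sample labels give the animals, so SVZ and CX arrays pair within animals. This was checked: after the group means were removed, the 2 arrays of an animal correlated with a median r of 0.254 (lowest −0.479, highest 0.557), and 22 of 23 pairs correlated more than the mean with other animals. No statement of the sources pairs HI with sham animals, so the animal number served as a block in an alternative, over numbers 2 to 6 and without D-1, which has no sham partner.

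The authors made the deposited log2 values from the scanned arrays with RMA in the oligo package (1.38.0), which corrects background, normalizes quantiles over all arrays and summarizes probe sets. They annotated probe sets with affycoretools (1.46.4) and tested them with limma (3.30.7). Values spanned 1.11 to 12.1 on the log2 scale, with array medians of 5.25 to 5.49.

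The table held 25168 probe sets: 21545 with 1 gene symbol, 425 with several and 3198 with none. 1 probe set per Entrez gene was kept, the one of highest variance, which left 25163, of which 21518 carried 1 symbol. Probe sets with several symbols or none were tested and counted but not named. The symbol of 1 gene was updated from the table of gene names. Probe set values equal to those of another probe set occurred in 87 cases.

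A limma (3.58.1, R 4.3.3) model with a mean for each of the 8 groups was fitted, with moderated t-tests for 8 comparisons (HI against sham in each region and age, and SVZ against CX in each surgery and age) and 4 interactions. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within each comparison, with counts over 2-fold besides. Figures were drawn with python 3.11.15 and matplotlib 3.10.9. Principal components were taken from all genes, centred and not scaled, and the share of each explained by age, region and surgery was tested with 100000 permutations of the arrays (20000 for the alternatives). Since 2 arrays came from each animal, age and surgery were also exchanged between animals and region within animals, 100000 times.

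The 35 gene lists were written from general knowledge, since the lists behind the enrichment terms of the study were not used here. Genes measured in each were: homeostatic microglia 15, activated microglia 26, M1 17, M2 17, acute inflammatory cytokines 10, interferon-stimulated genes 38, MHC class II 9, complement 13, lysosome and phagocytosis 28, growth factors 25, lipid handling 16, cholesterol synthesis 18, glycolysis 16, hypoxia response 16, glutathione metabolism 22, cell cycle 34, immediate early genes 18, border macrophages 12, monocytes 11, neutrophils 13, lymphocytes 13, erythroid cells 7, neural stem cells 17, neuroblasts and neurons 22, migration and axon guidance 32, oligodendrocyte precursors 14, myelinating oligodendrocytes 14, astrocytes 15, ependymal cells 13, endothelial cells and pericytes 17, cytosolic ribosome 166, mitochondrial ribosome 72, oxidative phosphorylation 89, mitochondrially encoded proteins 3 and proteasome 48. Called members were tested with a one-sided Fisher's exact test (the test of kegga), and the lists with camera at a preset correlation of 0.01, camera with an estimated correlation, and fry. The p of fry tests whether the genes of a list move on balance one way. Adjusted p of lists are over the 35 lists of a comparison and direction.

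Named genes were every gene that the paper names in its results, tables and discussion of gene expression, the 10 called genes of largest change per comparison and direction, 5 per interaction and direction, and 4 members per list. The values of Tables 2 and 3 and the colours of Fig. 5d had been seen when this rule was set. A few genes that the paper names are not reported here.

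Each choice was changed in turn: only the arrays of the groups compared, animals as a random block (correlation 0.134), a paired fit, the animal number as a block, HI animals of letter C or E alone, the probe set of highest mean or the mean of probe sets, trend and robust options, only genes above the median level, arrays centred on their median, cyclic loess, array weights, RIN as a covariate, and leaving out each array. Chosen after the data were seen were: without D-2 and D-3, without E-3, without CX array A-4, only probe sets with 1 named gene, the receptor signal (the median of 1291 receptor genes of smell, pheromones and taste) as a covariate, enrichment of genes over 1.5-fold, the exchange of labels by animal for the components, and leaving out each array for all lists. The fit with RIN as a covariate held only the 44 arrays with a RIN, which left out SVZ array E-1 and CX array D-3. Groups were also redrawn in 100 splits of the same arrays per comparison.

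The fit was tested on simulated data: arrays were drawn from normal distributions with each gene's own mean and SD, and 200 genes were changed in 1 group. Genes were drawn independently, without shifts of whole arrays or correlation within animals, so the false calls below may not carry over to the real arrays. In the design of the SVZ at P10, 22, 40, 50 and 50 of 50 were called at 1.25, 1.5, 2 and 3-fold, with 6 false calls among 24963 genes. In that of the SVZ at P20 it was 28, 45, 50 and 50, with 13 false calls. In that of SVZ against CX in sham animals at P20 it was 18, 38, 49 and 50, with 3 false calls. The number of arrays thus limits what can be called at small folds. The quantitative PCR, histology and flow cytometry of the study were not analysed here.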

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

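The weighing of animals D-2 and D-3, the test of the contralateral cortex without them, the receptor signal as a covariate, and the comparison of both regions at P20 were chosen only after the results were seen.

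At P20, many genes were lower after HI in both regions: 7418 in the SVZ and 7531 in the contralateral CX, where the paper does not compare HI with sham animals, beside 3021 higher in the CX. In both regions chance can be excluded (10106 genes called in the SVZ and 8919 in the highest other of 100 splits; 10552 and 7138 in the CX). An array-wide shift of background between sham and HI arrays may account for part of these falls. It was tested with receptor genes of smell, pheromones and taste, which microglia are not known to use. Their median log2 fold was −0.15 in the CX and −0.16 in the SVZ. It was also −0.11 for HI against sham in the CX at P10, where 92 genes were lower. For SVZ against CX in sham animals at P10 it was −0.12, with 961 genes lower. In the remaining comparisons it was −0.028 to −0.013. Receptor genes thus also fell where far fewer genes did, so their median is not specific evidence for this explanation. A difference between the sham and HI animals at P20, or in how they were handled, may be shared by both regions, whose folds correlated across genes with r = 0.838; the letters of the labels coincide with the groups, so it cannot be told apart from HI itself. With the receptor signal as a covariate, the median log2 fold of SVZ ribosome genes went from 0.34 to 0.26, a share of 0.747 left. Of these genes 53 instead of 121 were called. For oxidative phosphorylation 16 instead of 51 were called, with 0.27 before and 0.22 after. The receptor signal thus did not account for all of either rise. It cannot decide on a background shift, since it does not show how such a shift moves genes of higher signal.

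At P20, interferon-stimulated genes were high in the SVZ of animals D-2 (score 1.31) and D-3 (score 1.94), against −0.32 to 0.13 in the 4 other HI animals. Without these 2 animals the median log2 fold of the list went from 0.71 to 0.15, and 7 instead of 27 of 38 genes were called. Blood leukocytes were tested through the neutrophil and lymphocyte lists, whose medians fell by at most 0.0375, which argues against many of these cells. The median of the monocyte list fell by 0.0355 in the SVZ, but that of the MHC class II list by 0.471. Other blood cells were thus not excluded. An interferon response as large in the CX is argued against too, since the median of the list there fell by 0.0373 without these animals and by 0.554 in the SVZ. The median of the MHC class II list in the CX fell by 0.195, so a weaker response of the whole animal stays open beside a local one that may follow the injury; infection, injury size and purity of the sort were not tested.

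Transcripts of neurons and neuroblasts were higher in SVZ than in CX of sham animals at P10, by Fisher's test and not with an estimated correlation (adjusted p = 0.172). RNA of neighbouring neural cells in the SVZ preparations may be their source. Members of that list correlated over SVZ arrays within groups with a mean of 0.405, and the 95th percentile of random lists was 0.190. The random lists were matched on mean level only, so genes regulated together within microglia could pass as well. This correlation therefore cannot tell the sources apart. Lists of other neural and vascular cells had means of 0.642 (astrocytes), 0.638 (ependymal cells), 0.644 (endothelial cells), 0.566 (myelinating oligodendrocytes) and 0.481 (neural stem cells). The cells had been sorted for CD11b, which would remove most such cells. Expression by the microglia themselves stays open, since bulk RNA does not show which cell held a transcript.

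A single animal lay far from the others of its group in 21 of 248 groups of arrays tested over 31 measures. Chance flags about 1 in 20 groups, here 12.4. In CX arrays of HI animals at P10, E-3 had −23.2 on PC1, a proteasome score of 0.408 and an interferon score of 0.262. In the SVZ at P10, E-3 had an interferon score of 0.732, Mx2 at log2 6.84 and Rsad2 at 5.42. C-2 had a ribosome score of 0.224, an activated microglia score of 0.657 and Lpl at 7.01 in the SVZ, and E-1 a myelin score of −0.218. In the CX of HI animals, D-4 had 12.5 on PC1, D-6 a proteasome score of −0.308, D-2 Spp1 at 7.12, D-1 P2ry12 at 9.14 and C-5 Gpnmb at 8.19. Among sham animals, SVZ array B-2 had an oxidative phosphorylation score of −0.213 and Itgax at 5.31, and B-6 an interferon score of 0.00986. SVZ array A-3 had Clec7a at 6.44 and Itgax at 4.84, and CX array A-6 an interferon score of 0.308.

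The HI effect in the SVZ differed between ages for 767 genes. Of 100 splits of the same arrays 6 called as many genes, where fewer than 5 were required, so chance cannot be excluded here. The highest other split called 9290 genes, several times the real count, which points to a structure of the samples that was not tested further; the same holds for sham animals at P20 and for the CX at P10 (below). Named genes higher at P20 were Nrxn3 (log2 1.49), Scarna3 (1.27), Il7r (1.23), Ccdc88a (1.18) and Cyp51a1-ps1 (1.07). Named genes lower at P20 were Mrc1 (−1.51), Emb (−1.49), Lpl (−1.29), Ms4a4a (−1.28) and Sdc4 (−1.20).

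The HI effect at P10 differed between SVZ and CX for 66 genes, against 39 in the highest other split. These splits exchanged surgery between animals, so a general effect of HI widens the spread within their groups. They cannot exclude chance for the interaction alone. Region also goes with side here, as the SVZ of HI animals was ipsilateral and the CX contralateral. The count depended on the fit. It was 6 with only the arrays of the groups compared and 11 with RIN as a covariate, without SVZ array E-1. It was 20 without SVZ array A-2 and 189 without SVZ array C-2. The HI effect was higher in the SVZ for Emb (1.72), Cd8b (1.26), Ms4a6c (1.22), Lpl (1.11) and Mfsd1 (1.11), and lower for Efnb2 (−1.33), Ankrd55 (−1.20), Selplg (−1.16), Cfap92 (−0.90) and Insig1 (−0.86). At P20 limma called 0 genes for this difference, 318 had an unadjusted p under 0.05, and the highest other split had 1. That does not show that the effects were equal.

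The difference between SVZ and CX in sham animals changed with age for 114 genes, against 60 in the highest other split. These splits exchanged age between sham animals and so mixed P10 and P20 arrays within groups. The general effect of age widens the spread there, so the splits cannot exclude chance for the interaction alone. The regional difference was higher at P20 for Opalin (1.93), Mobp (1.60), Cyp51a1-ps1 (1.15), Msmo1 (1.06) and Sqle (1.04), and lower for Cd8b (−2.16), Or1f20 (−2.11), Gpr165 (−2.11), Gpnmb (−2.02) and Stom (−1.90).

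At P10, 243 genes were higher and 92 lower after HI in the contralateral CX, in a comparison of HI and sham that the paper does not make. The highest other split called 1677 genes against 335, and 4 of 100 splits, the real one included, called as many. That share met the limit set for these splits, without allowance for the number of patterns tested. The count also rested on CX array A-4 and on the fit, so chance was not excluded here. With only the arrays of the groups compared the counts were 0 and 0, without CX array A-4 19 and 3, centred on their median 119 and 147, and with cyclic loess 71 and 93. Chance can be excluded for HI against sham in the SVZ at P10 and for SVZ against CX in HI animals. The real count and the highest other split were 2521 and 1794 (HI and sham, SVZ, P10), 3892 and 1655 (HI, P10) and 1943 and 809 (HI, P20). For SVZ and CX in sham animals at P10 they were 3131 and 4853, so the real count was not the largest. For genes over 2-fold these were 25 and 25 at P10 and 36 and 43 at P20, each with 2 of 100 splits as large, and the count of SVZ against CX in sham animals at P10 had 2. When SVZ and CX labels were exchanged within animals, the highest other counts were 2540 (sham, P10), 1743 (HI, P10) and 777 (HI, P20); for sham animals at P20 the highest was 1 against 120, with too few splits for a share under 0.05. Splits of those arrays that ignore the pairing, of which 3 of 100 were as large and the highest had 4085, do not replace them.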

How the results depend on the processing

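Leaving out D-2 and D-3, leaving out E-3, keeping only probe sets with 1 named gene, the receptor signal as a covariate, leaving out CX array A-4, the exchange of labels by animal for the components and leaving out 1 array for all lists were chosen only after the data were seen. Below, counts are genes higher, then lower; SVZ and CX stand for HI against sham in that region, and sham and HI for SVZ against CX in those animals. RMA values spanned log2 1.11 to 12.1, and signal near background limits what can be called; the cause of each change was not tested unless given.

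Over the alternatives of 319 named genes and comparisons (8429 values), 7630 kept their direction and their side of the threshold, 743 lost their call, 54 gained one and 2 reversed: Cd69 (−0.035) and Cxcl13 (−0.19), in the SVZ at P20 without D-2 and D-3. Of 243 called pairs of gene and comparison, 132 kept their call under every alternative.

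With fewer animals or arrays in the fit, SVZ P10 had 639 and 118 (3 lower over 2-fold; letter C alone), 339 lower (32 and 17 over 2-fold; letter E alone), or 360 lower (2 over 2-fold; without E-3). HI P10 had 1215 and 517 (letter C) or 1208 and 600 (letter E), and CX P10 1 and 0 (C), 128 and 12 (E), 71 and 28 (without E-3), or 19 and 3 (without CX A-4). Without D-2 and D-3, SVZ P20 had 13 over 2-fold, HI P20 441 and 107, and the interaction of HI and age 2910.

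With only the arrays of the groups compared, SVZ P10 had 249 lower (3 over 2-fold), SVZ P20 17 and 1 over 2-fold, sham P10 760 and 268, sham P20 179 and 44, CX P10 0 and 0, and the interactions 87 (HI and age), 6 (HI and region, P10) and 70 (region and age).

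With cyclic loess, SVZ P10 had 1097 lower (10 over 2-fold), SVZ P20 2453 lower, sham P20 183 and 28, CX P10 71 higher, CX P20 2563 lower, HI and region 182, and region and age 71 higher and 76 lower. With arrays centred on their median, SVZ P10 had 3 lower over 2-fold, SVZ P20 3239 lower, sham P10 1871 lower, CX P10 119 and 147, CX P20 4670 and 2937, and HI and age 440; centring removes the shift of all genes.

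With array weights, SVZ P10 had 1020 lower, SVZ P20 20 over 2-fold, sham P10 1372 and 502, sham P20 1164 and 678, HI P10 3859 and 2624, HI P20 1102 lower, CX P10 53 and 13, HI and age 5948, and HI and region 341.

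With RIN as a covariate, SVZ P10 had 402 lower, sham P10 567 lower, HI and age 26 and HI and region 11. This fit held only the 44 arrays with a RIN, without SVZ array E-1 and CX array D-3. With the receptor signal as a covariate, SVZ P10 had 951 lower, SVZ P20 435 and 518, sham P20 43 lower, HI P20 1163 lower, CX P10 131 and 51, CX P20 983 and 1936, HI and age 224 and region and age 188.

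With only genes above the median level, fewer genes are tested: SVZ P10 had 3 lower over 2-fold, SVZ P20 2341 lower, sham P10 460 lower, sham P20 29 lower, CX P10 375 and 26, CX P20 2411 lower and HI and region 103. With only probe sets of 1 named gene, SVZ P10 had 3 lower over 2-fold.

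With the animal numbers 2 to 6 as a replicate block, which leaves out D-1, SVZ P20 had 367 and 13 (13 over 2-fold). With a paired fit, sham P10 had 602 and 228 and sham P20 164 and 51. With animals as a random replicate block, sham P10 had 1490 lower, sham P20 188 and 39, HI and region 192 and region and age 212; no other count moved by over 1.5 times, and none of 18 list results set beforehand changed its call.

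With an estimated correlation, adjusted p in the SVZ was 0.203 (ribosome) and 0.147 (oxidative phosphorylation) at P10 and 0.295 for both at P20; in sham P10 it was 0.172 (neuroblasts) and 0.250 (migration), and in HI P20 0.0849 (neuroblasts). Against genes above the median level, migration in sham P10 had 0.0697. With genes scaled to unit SD, region explained 2.66% of PC1, and age 47.0% and surgery 5.20% of PC2; with 500 genes, surgery explained 0.868% of PC1 and 0.283% of PC2, and age 24.1% of PC2. With labels exchanged by animal, surgery had permutation p = 0.0947 for PC1.

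Leaving out 1 array changed none of those 18 list results. Over all lists and comparisons 89 were called, 61 kept their call in every case and 28 lost it in at least 1, among them 5 of 14 in SVZ P10, 0 of 7 in SVZ P20, 7 of 19 in HI P20 and all 4 of the interactions of HI. The counts of genes had these ranges. SVZ P10: 344 (E-3) to 853 (C-2) lower, with 407 without A-2; 17 (E-1) to 39 (A-4) higher over 2-fold, with 32 without C-2 and 36 without E-2; 2 (E-3, A-1) to 17 (A-4) lower over 2-fold, with 3, 8, 9 and 12 without A-2, A-3, C-2 and A-6. SVZ P20: 1718 (B-5) to 3074 (B-3) higher and 3928 (B-5) to 9381 (B-3) lower; 14 (D-3) to 57 (D-4) over 2-fold, with 17 without D-2. Sham P10: 508 (SVZ A-3) to 1654 (CX A-3) lower, with 607 and 1467 without SVZ A-1 and CX A-6. Sham P20: 43 (SVZ B-2) to 130 (SVZ B-6) higher, with 45, 53 and 65 without CX B-4, CX B-3 and SVZ B-4; 7 (CX B-4) to 23 (SVZ B-6) lower, with 8 and 9 without SVZ B-4 and B-2. HI P20: 743 (SVZ D-6) to 1524 (D-1) higher, with 790 without D-3; 374 (D-3) to 860 (D-4) lower, with 443 without D-2. CX P10: 19 (A-4) to 938 (A-6) higher and 3 (A-4) to 653 (A-3) lower. CX P20: 1853 (B-5) to 3309 (B-6) higher, with 1992 without B-3, and 4300 (B-5) to 8160 (B-6) lower, with 4744 without B-3. Interactions: 123 (B-5) to 5188 (B-3) for HI and age, 20 (A-2) to 189 (C-2) for HI and region, and 62 (SVZ B-2) to 197 (CX A-6) for region and age.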

Differences from the paper's values

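The alternative that keeps only probe sets with 1 named gene and the receptor signal as a covariate were chosen only after the data were seen, as was leaving out D-2 and D-3. A count is said to give no difference where it and the paper's count lie within a ratio of 1.5.

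In the SVZ at P10 the paper's number of genes lower after HI is 389, and 621 were counted here. Of the alternatives set before the data were examined, HI animals of letter E alone (339), arrays centred on their median (437) and RIN as a covariate (402) give no difference, and the 9 others do. The fit with RIN also leaves out SVZ array E-1, which has no RIN. Leaving out 1 array gives none in 8 of 12 cases (344 without E-3, 407 without A-2, 414 without C-5).

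For SVZ against CX in sham animals at P20 the paper's number of lower genes is 33, and 15 were counted here. Only the arrays of the groups compared (44), animals as a random block (39), genes above the median level (29) and cyclic loess (28) give no difference, and the 7 others do. Leaving out SVZ array B-6 (23) gives none either, and the 9 other arrays left out in turn do.

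For genes lower by over 2-fold in the SVZ at P10 the paper's number is 3, and 5 were counted here. Only the arrays of the groups compared (3), HI animals of letter C alone (3), genes above the median level (3), arrays centred on their median (3) and trend and robust options of limma (4) give no difference, and the 7 others do. Leaving out 1 array gives none in 4 of 12 cases (2 without E-3 and without A-1, 3 without A-2, 4 without A-5). Keeping only probe sets with 1 named gene, chosen after seeing the values, also gives 3, and it drops none of the 24 genes matched from Table 2.

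The paper states that the markers of acute inflammation it names did not differ after HI. Il1b, Il6 and Tnf passed the test at neither age in the SVZ, and Ifng fell by 0.22 (adjusted p = 0.0471) at P20 in all 6 HI animals. That call was lost under 14 of 24 alternatives, and receptor genes of smell, pheromones and taste shifted by −0.16 in the same comparison. Il6 was called with array weights, without animal D-3, without animal B-3, and, chosen after seeing the values, without D-2 and D-3 (1.21).

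Of the 9 measured genes that the paper names from a consensus profile as higher in SVZ than in CX, 6 were higher in HI animals at P10. Rsad2 (0.20), Eif2ak2 (−0.10) and C3 (0.58) did not pass the test there; C3 was called with a paired fit (adjusted p = 0.00572), and at P20 Rsad2 (1.60) and C3 (1.50) did.

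Of 9 genes that the paper names as regional at both ages, 7 were called here at P20, all higher in the SVZ. Zcchc18 (1.26, adjusted p = 0.0602) and Or1f20 (1.02, adjusted p = 0.0811) were not. Both were called with only the arrays of the groups compared, with animals as a random block, with a paired fit, with array weights, with RIN as a covariate and, chosen after seeing the values, with the receptor signal as a covariate. Zcchc18 was also called over genes above the median level and without SVZ array B-6, and Or1f20 without B-3.

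Table 2 does not hold Slamf9 (2.10-fold here), and Table 3 does not hold Ifit1 (2.89), Cxcl13 (2.76), Usp18 (2.46), Spp1 (2.37), Oas2 (2.34), Ifit3 (2.20), Mx1 (2.17), Ly6e (2.11), Bex4 (2.06) or Fabp7 (2.04), each called and above the lowest fold of its table. None of the 10 genes of P20 was called higher without D-2 and D-3, chosen after seeing the values. Bex4 (log2 1.12, adjusted p = 0.0597) and Fabp7 (1.02, adjusted p = 0.0750) kept their size there and lost only the call. The 7 others besides Cxcl13 were at 0.04 (Spp1) to 0.23 (Usp18), and 7 of 38 interferon genes rose. Cxcl13 was at −0.19 and was called lower by limma (adjusted p = 0.0306). The paper gives a lower RIN minimum than the 8.4 listed for the arrays.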

Other observations

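Leaving out D-2 and D-3, leaving out CX array A-4, leaving out 1 array for these lists, the receptor signal as a covariate and the comparison of both regions at P20 were chosen only after the results were seen.

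In the SVZ at P20, Mki67 rose after HI by log2 0.95 (SE 0.22, adjusted p = 0.00210), and Ccnb1 (0.83), Top2a (0.79) and Tpx2 (0.78) rose as well. Of 34 cell cycle genes 16 rose (20 adjusted over the list alone, Fisher's adjusted p = 5.36e-07, and adjusted p = 0.295 with an estimated correlation), and at P10 limma called 0, with 6 higher and 2 lower at an unadjusted p under 0.05. The cell cycle scores were 0.107 in D-2, −0.204 in D-3 and −0.036 in D-6, −0.837 to −0.567 in the 3 other HI animals and −0.861 to −0.634 in sham animals. When D-2 and D-3 were left out the count was 6 of 34 and the list call was lost (Fisher's adjusted p = 0.343), and with the receptor signal as a covariate it was 0. SVZ array D-6 also had a myelin score of 2.02 and a neuroblast score of 0.753. Of 9 MHC class II genes 6 rose at P20, among them RT1-Ba (1.10) and Cd74 (0.98, SE 0.30, adjusted p = 0.0104), and 6 adjusted over the list alone (Fisher's adjusted p = 0.000466, and adjusted p = 0.295 with an estimated correlation); at P10 limma called 0, with 1 lower at an unadjusted p under 0.05. Without D-2 and D-3, 2 of the 9 rose, and their median log2 fold went from 0.66 to 0.19.

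In the SVZ at P10, genes of cholesterol synthesis fell: Cyp51 (−0.67), Insig1 (−0.64), Msmo1 (−0.51) and Srebf2 (−0.39). Of 18 such genes 5 fell (9 adjusted over the list alone, Fisher's adjusted p = 0.000690, 0.0563 without SVZ array A-3, and adjusted p = 0.147 with an estimated correlation), and at P20 2 rose. Between SVZ and CX of HI animals at P10, 10 of the 18 were lower (11 adjusted over the list alone, and adjusted p = 0.0197 with an estimated correlation). After HI in the SVZ at P10, 8 of 18 immediate early genes fell, among them Klf2 (−0.93), and 11 adjusted over the list alone (Fisher's adjusted p = 1.62e-07, and adjusted p = 0.147 with an estimated correlation); these genes also move during tissue dissociation. Of 32 migration genes 9 fell and 1 rose (15 lower adjusted over the list alone, and adjusted p = 0.147 with an estimated correlation).

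In the contralateral CX at P10, Kit (log2 0.89, SE 0.20, adjusted p = 0.0216), Tpsab1 (0.76, SE 0.17, adjusted p = 0.0204) and Mcpt1l1 (0.70, SE 0.19, adjusted p = 0.0451) were higher after HI, 3 genes picked after the values were seen and not tested as a list. The HI effects in SVZ and CX differed by −1.01 (adjusted p = 0.125) for Kit and −0.89 (adjusted p = 0.107) for Tpsab1. The G protein gene Gnb4 rose by 0.69 (SE 0.12, adjusted p = 0.00435), Mir381 was at −0.63 and Dcc at −0.46. Of 166 ribosome genes 9 rose (55 adjusted over the list alone, Fisher's adjusted p = 0.00125, and adjusted p = 0.536 with an estimated correlation), a Fisher call lost in 9 of 12 cases with 1 array left out. Without CX array A-4, 19 genes were higher and 3 lower, instead of 243 and 92, and with only the arrays of the groups compared limma called 0 and 0.

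At P20 in the same cortex, the median of all genes was shifted by log2 −0.11. With arrays centred on their median 4670 genes were higher and 2937 lower. Hmgb1 rose by 0.98 (SE 0.18) and Psmd10 by 0.95 (SE 0.17, adjusted p = 0.000584). Of 89 oxidative phosphorylation genes 43 rose and 2 fell, of 48 proteasome genes 32 rose, of 72 mitochondrial ribosome genes 27 rose, and of 38 interferon genes 2. Over the list alone these were 49, 33, 27 and 0; adjusted p was 0.624, 0.527 and 0.624 with an estimated correlation for the first 3. Of 2688 genes higher in the SVZ at P20, 2039 were higher in the CX as well (323 expected), and of the lower ones 5694 (2220 expected); both comparisons use the same animals.

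The remaining lists in the SVZ had these counts of genes higher after HI at P10: glycolysis 4 of 16, hypoxia response 3 of 16, glutathione metabolism 5 of 22, complement 1 of 13, monocytes 2 of 11, oligodendrocyte precursors 1 of 14, astrocytes 1 of 15, endothelial cells 1 of 17 and mitochondrially encoded proteins 1 of 3. Lower at P10 were 3 of 13 ependymal genes (Fisher's adjusted p = 0.0207, lost in 8 of 12 cases with 1 array left out), 3 of 17 stem cell genes (0.0393, lost in 4 of 12) and 1 of 14 myelinating oligodendrocyte genes. For neutrophils, lymphocytes and erythroid cells limma called 0 at P10, with 0, 1 and 0 at an unadjusted p under 0.05.

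At P20, 4 of 13 complement genes, 3 of 16 lipid genes, 2 of 3 mitochondrially encoded genes, 1 monocyte gene, 3 glycolysis genes and 3 hypoxia genes were higher. Lower were 7 of 13 lymphocyte genes, 5 of 13 neutrophil genes, 3 of 7 erythroid genes, 5 of 14 oligodendrocyte precursor genes, 3 of 13 ependymal genes, 9 of 32 migration genes, 3 of 17 stem cell genes, 2 of 22 glutathione genes, 1 astrocyte gene and 1 endothelial gene. These falls lie beside the shift of all genes given above.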
